# XBP1 signalling is essential for alleviating mutant protein aggregation in ER-stress related skeletal disease

**DOI:** 10.1371/journal.pgen.1008215

**Published:** 2019-07-01

**Authors:** Katarzyna A. Piróg, Ella P. Dennis, Claire L. Hartley, Robert M. Jackson, Jamie Soul, Jean-Marc Schwartz, John F. Bateman, Raymond P. Boot-Handford, Michael D. Briggs

## Abstract

The unfolded protein response (UPR) is a conserved cellular response to the accumulation of proteinaceous material in endoplasmic reticulum (ER), active both in health and disease to alleviate cellular stress and improve protein folding. Multiple epiphyseal dysplasia (EDM5) is a genetic skeletal condition and a classic example of an intracellular protein aggregation disease, whereby mutant matrilin-3 forms large insoluble aggregates in the ER lumen, resulting in a specific ‘disease signature’ of increased expression of chaperones and foldases, and alternative splicing of the UPR effector XBP1. Matrilin-3 is expressed exclusively by chondrocytes thereby making EDM5 a perfect model system to study the role of protein aggregation in disease. In order to dissect the role of XBP1 signalling in aggregation-related conditions we crossed a p.V194D *Matn3* knock-in mouse model of EDM5 with a mouse line carrying a cartilage specific deletion of XBP1 and analysed the resulting phenotype. Interestingly, the growth of mice carrying the *Matn3* p.V194D mutation compounded with the cartilage specific deletion of XBP1 was severely retarded. Further phenotyping revealed increased intracellular retention of amyloid-like aggregates of mutant matrilin-3 coupled with dramatically decreased cell proliferation and increased apoptosis, suggesting a role of XBP1 signalling in protein accumulation and/or degradation. Transcriptomic analysis of chondrocytes extracted from wild type, EDM5, *Xbp1*-null and compound mutant lines revealed that the alternative splicing of *Xbp1* is crucial in modulating levels of protein aggregation. Moreover, through detailed transcriptomic comparison with a model of metaphyseal chondrodysplasia type Schmid (MCDS), an UPR-related skeletal condition in which XBP1 was removed without overt consequences, we show for the first time that the differentiation-state of cells within the cartilage growth plate influences the UPR resulting from retention of a misfolded mutant protein and postulate that modulation of XBP1 signalling pathway presents a therapeutic target for aggregation related conditions in cells undergoing proliferation.

## Author summary

A significant proportion of genetic skeletal diseases result from misfolding of structural proteins within the endoplasmic reticulum (ER) of cartilage cells (chondrocytes). Interestingly, these diseases often share transcriptomic changes with non-skeletal conditions such as Alzheimer’s disease and diabetes and include changes in the unfolded protein response (UPR). UPR signals are conveyed through three effector molecules, IRE1, ATF6 and PERK, understanding of which is of utmost importance for the development of novel therapeutic approaches. IRE1 is the most conserved UPR pathway, with XBP1 as its main effector. Interestingly, in our study we show that chondrocyte response to ER stress is highly modulated by the differentiation state of the cell. We have deleted the IRE1/XBP1 pathway activity in the chondrocytes of a mouse model of multiple epiphyseal dysplasia (MED), expressing misfolding matrilin-3 predominantly in proliferating chondrocytes, and in metaphyseal chondrodysplasia type Schmid (MCDS), resulting from mutations in type X collagen, expressed by the hypertrophic chondrocytes. Here, using deep phenotyping and extensive transcriptomic analysis we demonstrate that whilst the IRE1/XBP1 pathway is redundant in hypertrophic chondrocyte pathology, it is in fact essential for UPR responses in proliferating cells, making this highly conserved pathway an attractive therapeutic target for a broad range of UPR related conditions.

## Introduction

The unfolded protein response (UPR) is one of the canonical cellular stress pathways that is triggered by unfolded proteins accumulating in the ER lumen. The pathway is active in both health and disease and many secretory cells have a highly active UPR to allow a greater secretory output [1]. Over the recent years, the UPR triggered by ER-stress has been recognised as a crucial component in the pathobiology of many human diseases, including neurodegenerative conditions, diabetes and numerous musculoskeletal phenotypes [2–6]. However, the specific role of the UPR in the context of human disease is still being determined and it is hoped that it will offer attractive therapeutic targets and avenues in the future.

The canonical UPR response is initiated when the chaperone protein BiP dissociates from its three membrane bound receptors, PERK, ATF6 and IRE1 [7]. This dissociation is triggered by the exposed hydrophobic residues of misfolded proteins in the ER lumen and the UPR then proceeds along the three signalling pathways, which are further modulated by the levels and duration of the stress [8]. Furthermore, these branches cross talk and signal in conjunction with, or modulate other important mechanisms such as inflammation and autophagy, thereby offering the cell a robust machinery to counteract protein misfolding and oxidative stress. Following dissociation of BiP, PERK dimerises and autophosphorylates, which in turn triggers the phosphorylation of elongation factor eIF2ɑ. This leads to attenuation of general protein translation allowing the cell to recover from an abnormal protein load [9]. However, several proteins escape this translational block, including ATF4, a downstream effector of PERK, which can trigger ER-stress related apoptosis via CHOP (or DDIT3 [10, 11]. Following release from BiP, ATF6 translocates to the Golgi apparatus where it is cleaved, releasing an active transcription factor. ATF6 signalling then leads to an upregulation of chaperones and *XBP1* expression, but it can also trigger apoptosis via CHOP mediated signalling [12]. The third transmembrane sensor is IRE1, which dimerises and autophosphorylates upon the dissociation of BiP. In the active form IRE1 can induce the alternative splicing of *XBP1*, producing an active transcription factor which upregulates chaperone genes and genes responsible for ER-associated degradation of accumulated proteins (ERAD) [13–15]. It is therefore not surprising that the XBP1 branch of the UPR pathway has been implicated in many protein aggregation diseases including Alzheimers [16, 17], Huntington’s disease [18, 19], type II diabetes [20] and several skeletal conditions [5, 7, 12, 21] amongst others.

Multiple epiphyseal dysplasia (MED) is predominantly an autosomal dominant skeletal dysplasia characterised by disproportionate short-limbed dwarfism and early onset joint degeneration [22]. MED results from dominant-negative mutations in three structural proteins of the cartilage extracellular matrix (ECM); cartilage oligomeric matrix protein (COMP), matrilin-3 and type IX collagen, which interact with each other in the ECM [23]. Matrilin-3 is a tetrameric bridging molecule that regulates collagen fibrillogenesis [24] and each monomer consists of a single von Willebrand factor A like domain (A-domain), four EGF-like repeats and an oligomerisation domain. MED-causing mutations (EDM5; OMIM #607078) are located exclusively in the disulphide bond stabilised A-domain and result in misfolding and retention of the mutant protein in the ER lumen. A classical UPR is activated with an upregulation of generic chaperones as well as a more specific cocktail of disulphide isomerases such as CRELD2, PDIA1, PDIA3 and PDIA6 [5]. However, the mutant protein is prone to aggregation, forming large insoluble non-native disulphide bonded aggregates in the ER that contain a high percentage of ß-sheet folds [5, 25], suggesting a propensity to form amyloid-like deposits upon misfolding [26] that appear resistant to degradation. This in turns leads to the dysregulation of chondrocyte apoptosis, a decrease in chondrocyte proliferation and consequently reduced bone growth [27, 28].

We have previously demonstrated that chondrocytes from a mouse model of EDM5 with a p.V194D mutation in *Matn3* exhibited a specific upregulation of genes in the XBP1 branch of the UPR [5, 29, 30]. A similar upregulation of XBP1 signalling was seen in the *Col10a1* N617K model of metaphyseal chondrodysplasia type Schmid (MCDS), but not in an allelic series of pseudoachondroplasia (PSACH) causing *Comp* mutations, indicating gene product specificity of this arm of the UPR [6, 31, 32]. Therefore, in order to further understand the role of XBP1 signalling in the protein aggregation and disease pathology of *Matn3*-related MED we crossed a p.V194D knock-in mouse model of EDM5 with a mouse line carrying a cartilage specific deletion of *Xbp1* and analysed in-depth the resulting phenotype.

## Results

### Engineering the chondrocyte specific knock out of *Xbp1* in the EDM5 mouse model

We have previously generated a mouse model of EDM5 (p.V194D in *Matn3* and referred to as *Xbp1*^WT^ *Matn3*^V194D^ in this paper, [5]). Interestingly, RT-PCR and sequencing of cDNA derived from wild type (*Xbp1*^WT^ *Matn3*^WT^) and homozygous mutant (*Xbp1*^WT^ *Matn3*^V194D^) cartilage dissected from 5-day-old mice revealed non-conventional splicing of *Xbp1* in *Xbp1*^WT^ *Matn3*^V194D^ chondrocytes (Fig 1A). The *Xbp1*^WT^ *Matn3*^V194D^ mouse line was therefore crossed with a mouse line in which *Xbp1* had been rendered inactive in chondrocytes through the *Col2a1*-Cre/*loxP*-mediated deletion of exon 2 (*Xbp1*^Col2CreΔex2^, [21, 31]), in order to study the role of XBP1 signalling in EDM5. This breeding strategy generated the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mouse line. *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice were viable and fertile; however, mice homozygous for both mutant alleles had breeding and survival complications due to their dramatically reduced size, breathing difficulties and narrower birth canals.

**Fig 1:**
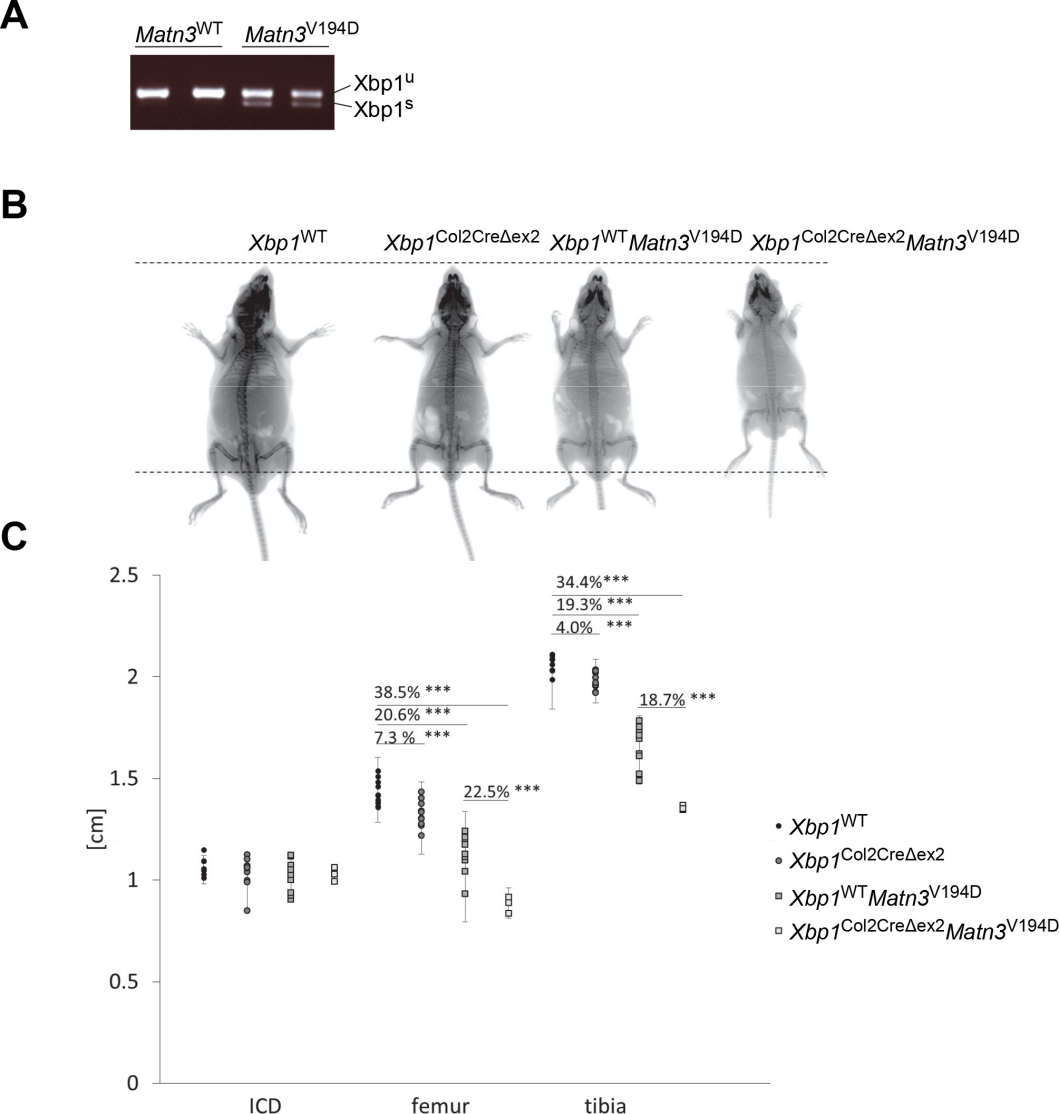
(A) Mutation in MATN3 induced an UPR response and alternative splicing of *Xbp1*. (B) *Xbp1*^Col2CreΔex2^ mice presented with a mild chondrodysplasia and were shorter than their wild type littermates. *Xbp1*^WT^*Matn3*^V194D^ mice presented with typical EDM5 short limbed dwarfism. The skeletal phenotype of *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ was very severe, with short limbs, constricted ribcages and a pronounced hip dysplasia. (C) Bone measurements using Xray analysis at 3, 6 and 9 weeks of age show disruption of endochondral ossification (tibia, femur), but not the intramembranous ossification (inner canthal distance, ICD) in the *Xbp1*^Col2CreΔex2^, *Xbp1*^WT^ *Matn3*^V194D^ and *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice (n≥5, Student t-test). Key: Xbp1^u^ - unspliced Xbp1, Xbp1^s^ –spliced Xbp1, *** P<0.001.

### The loss of XBP1 from cartilage leads to an exacerbation of the EDM5 phenotype

Bone measurements were used to determine the effect of XBP1 deletion on endochondral (tibia and femur lengths) and intramembranous (inner canthal distance) ossification of the *Xbp1*^WT^ *Matn3*^V194D^ mouse model. The *Xbp1*^Col2CreΔex2^ mice were slightly shorter than their wild type littermates, as previously reported, indicating a role for Xbp1 in normal skeletal development [21]. *Xbp1*^WT^ *Matn3*^V194D^ mice were shorter than both wild type mice and *Xbp1*^Col2CreΔex2^ mice with a comparable genetic background [33]. Unsurprisingly, the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice had a more pronounced short-limbed dwarfism than that previously reported for the *Xbp1*^WT^ *Matn3*^V194D^ mice, signifying a crucial protective role of the XBP1 branch of UPR in EDM5 pathology (Fig 1B and 1C). Paradoxically, this is in direct contrast to the minor role for XBP1 signalling proposed in the recent study of the *Col10a*^N617K^ model of metaphyseal chondrodysplasia type Schmid (MCDS) [31].

The *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice had dramatically shorter long bones (>30% reduction compared to wild type mice and ~20% reduction compared to the *Xbp1*^WT^ *Matn3*^V194D^ mice) and abnormal bell-shaped rib cages, which appeared to hinder their ability to breathe correctly. The inner canthal distance (ICD) was not altered in any of the mice studied indicating that intramembranous ossification was not affected. Over time there was severe truncation and rotation of the limb, abnormal bending of the long bones and severe constriction of the rib cages in *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice (S1 Fig).

### Ablation of XBP1 dramatically altered *Matn3*^V194D^ cartilage growth plate morphology

Deletion of XBP1 in the *Xbp1*^WT^ *Matn3*^V194D^ mouse line severely affected the morphology of the cartilage growth plates (Fig 2). Briefly, the *Xbp1*^WT^ and *Xbp1*^Col2CreΔex2^ growth plates presented with a typical and well-organised columnar arrangement of chondrocytes in the proliferative zone and an ordered progression from the resting to proliferative to hypertrophic cells along the vertical axis of the growth plate. The growth plates from *Xbp1*^Col2CreΔex2^ mice had a slightly reduced hypertrophic zone and small areas of hypocellularity, consistent with the previously published study [21]. In contrast, growth plates from *Matn3*^V194D^ mice were characterised by enlarged cells in the resting and proliferative zones due to retention of misfolded mutant matrilin-3 as previously described [33]. Finally, the growth plates from *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice had a dramatically altered morphology with abnormally enlarged cells present throughout the entire growth plate and concurrent with an apparent increase in the retention of mutant matrilin-3. This increased retention of mutant matrilin-3 appeared to correlate with an increase in amyloid-like intracellular deposits detected by Congo Red fluorescence (S2 Fig). The severe disorganisation of the growth plates from the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice rendered impractical any measurement of the respective zones using histology images. However, the distribution of type X collagen (a marker of chondrocyte hypertrophy) in the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ growth plates at 3 weeks was altered and collagen X staining extended into the proliferative zone, coinciding with the abnormally enlarged chondrocytes and indicating accelerated differentiation. In contrast, staining for type II collagen (a major component of the cartilage ECM) was unaffected (Fig 2).

**Fig 2:**
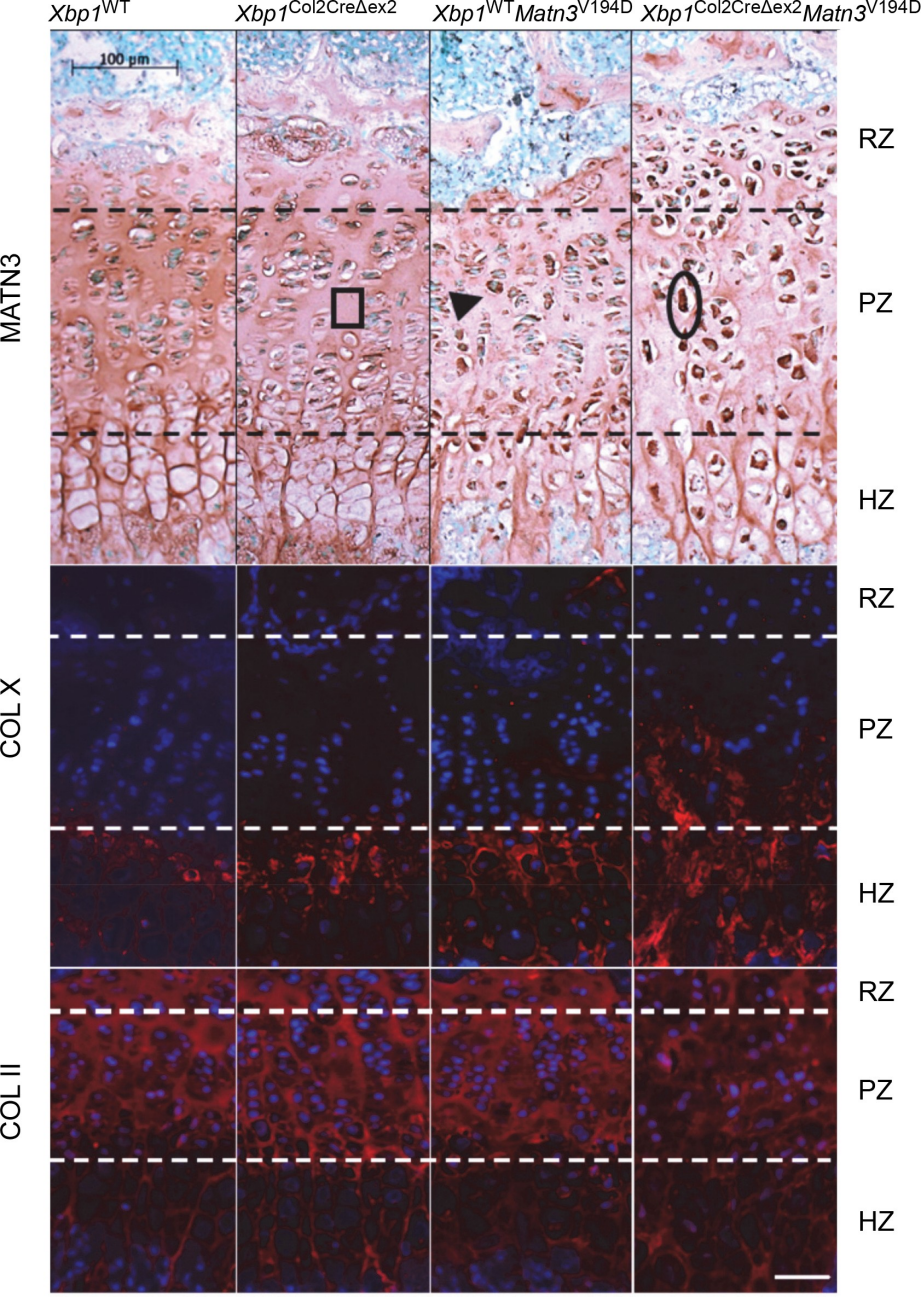
Immunohistochemical analysis of the cartilage growth plates at 3 weeks showed no difference in matrilin-3 (brown staining) amount or the typical extracellular distribution in the *Xbp1*^Col2CreΔex2^ tissue. The *Xbp1* null growth plates showed small areas of hypocellularity consistent with the previously reported decrease in proliferation (box). Mutant matrilin-3 was intracellularly retained (arrowhead) and depleted from the extracellular matrix in *Xbp1*^WT^ *Matn3*^V194D^ cartilage. Moreover, the columnar organisation of the proliferative one was affected and the cells adopted a more rounded morphology. The removal of XBP1 from EDM5 cartilage (*Xbp1*^Col2CreΔex2^ *Matn3*^V194D^) resulted in a dramatically aggravated phenotype with increased intracellular retention of matrilin-3 and the appearance of abnormally enlarged cells throughout the tissue (oval). Nuclear fast green was used as a counterstain. The zone of type X collagen (red) staining was broader in the *Xbp1* ^Col2CreΔex2^*Matn3*^V194D^ growth plates at 3 weeks, reflecting the growth plate disorganisation. Type II collagen was not affected in any of the analysed mouse models. DAPI was used as nuclear counterstain (blue).Key: RZ–resting zone, PZ–proliferative zone, HZ–hypertrophic zone, scale bar 100μm.

### Chondrocyte apoptosis and proliferation are affected by the deletion of XBP1 in *Matn3*^V194D^ mice

Chondrocyte proliferation in the growth plates of both *Xbp1*^WT^ *Matn3*^V194D^ and *Xbp1*^Col2CreΔex2^ mice was significantly reduced when compared to wild type controls as previously reported (~16% and ~40% decrease respectively) [21, 33]. By comparison, chondrocyte proliferation in *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice was decreased by ~80% when compared to the wild type mice and by ~66% when compared to *Xbp1*^WT^ *Matn3*^V194D^ mice suggesting a synergistic effect of the two mutations (Fig 3A). Moreover, the staining for BrdU not only showed a decrease in the relative number of BrdU positive cells, but also a reduced intensity of staining of these positive cells, suggesting a slower rate of DNA synthesis and an impaired cell cycle (Fig 3B).

**Fig 3:**
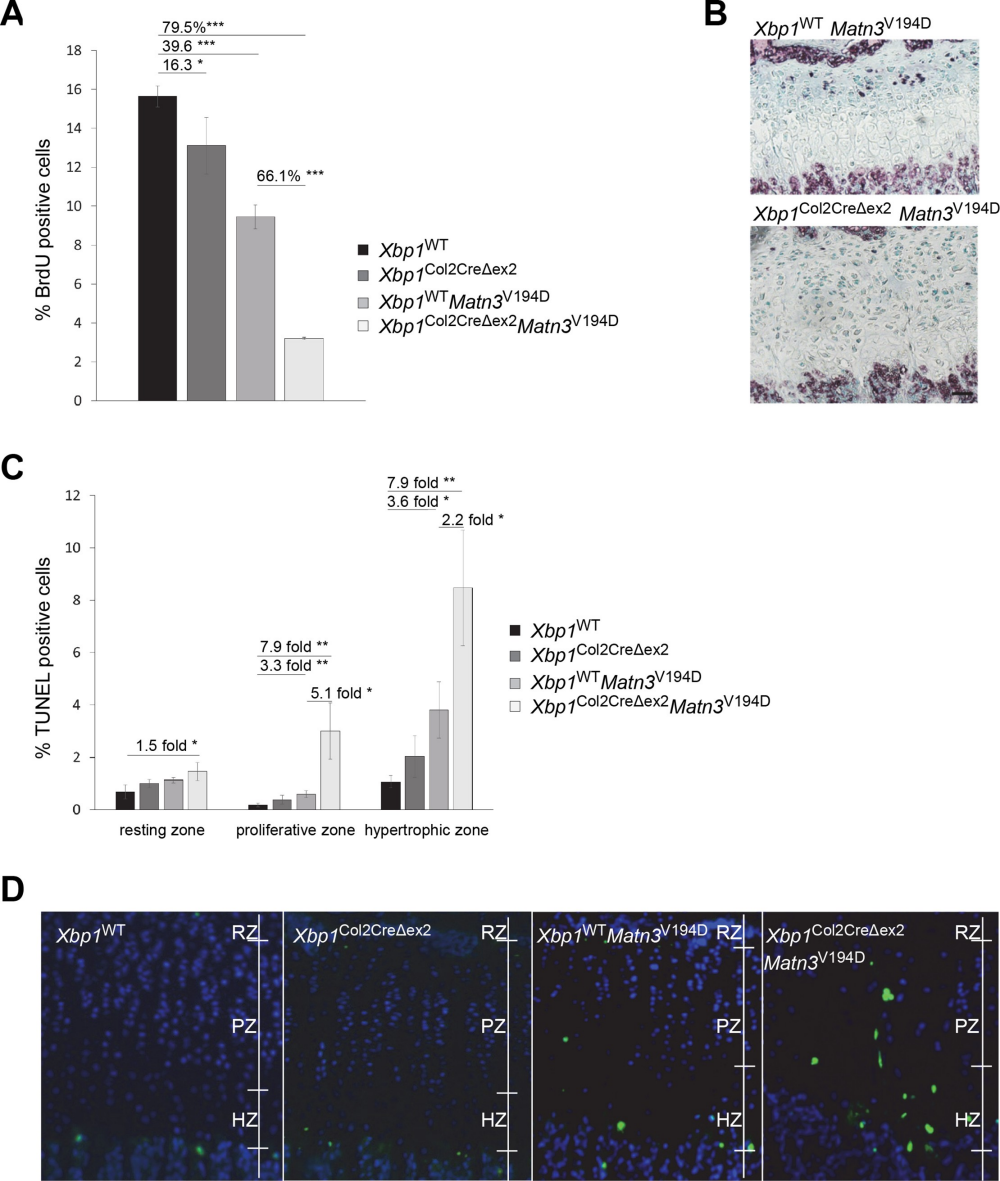
(A) 2h BrdU labelling pulse was performed to assess cell proliferation in the growth plate cartilage at 3 weeks of age. *Xbp1* null cartilage showed a 16% decrease in proliferation compared to the wild type control. The proliferation in the *Xbp1*^WT^ *Matn3*^V194D^ cartilage was decreased by nearly 40%. Proliferation levels in the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ cartilage reflected the synergistic effect of the two genetic insults and was decreased by 66% (n = 3, One Way ANOVA). (B) The incorporation of the labelling agent (purple staining) into the proliferating cells was also decreased in the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ chondrocytes indicating a slowed down cell cycle. Nuclear Fast Green was used as counterstain. (C) TUNEL assay was performed to assess apoptosis in cartilage growth plates at 3 weeks (n = 3, One Way ANOVA). Apoptosis was dramatically increased in all zones of the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ growth plate. (D) The apoptosis, normally occurring at the lower hypertrophic zone in the cartilage growth plate, was also dysregulated in the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ with cells dying in the proliferative and resting zones as well. Interestingly, the cells undergoing apoptosis correlated with the abnormally enlarged cellular morphology. Positive cells shown in green, DAPI used as nuclear counterstain (blue). Key: RZ–resting zone, PZ–proliferative zone, HZ–hypertrophic zone, * P<0.05, ** P<0.01, *** P<0.001, scale bar 100μm.

Chondrocyte apoptosis in the growth plate was not affected by the deletion of XBP1 from cartilage as previously reported (*Xbp1*^Col2CreΔex2^ compared to *Xbp1*^WT^ controls)[21]. In contrast, the p.V194D *Matn3* mutation had a slight negative effect on the levels of apoptosis in the hypertrophic and proliferative zones, which is consistent with previous observations [33]. However, in the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ double mutant mice there was a dramatic increase in the relative levels of chondrocyte apoptosis in the resting, proliferative and hypertrophic zones (1.5, ~8 and ~8-fold respectively compared to the wild type controls; Fig 3C). Indeed, TUNEL positive cells were found throughout the growth plates of *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice and appeared to correlate with the enlarged cell morphology previously noted in the histological analysis (Fig 3D).

### Comparative microarray analysis confirms that the XBP1 branch of the UPR has a role in modulating the aggregation of mutant matrilin-3 in the chondrocytes of *Matn3*^V194D^ mice

Deleting XBP1 from the chondrocytes of *Xbp1*^WT^ *Matn3*^V194D^ cartilage further exacerbated the disease phenotype, indicating that the XBP1 branch of the UPR pathway had a ‘chondroprotective’ role in proliferating chondrocytes. 

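*Xbp1*, the gene deleted in this experiment, had a signal of 8183 in wild type chondrocytes (*Xbp1* WT), 7877 in XBP1 null chondrocytes (*Xbp1* Col2CreΔex2), 11403 in *Matn3* mutant chondrocytes (*Xbp1* WT *Matn3* V194D) and 9548 in double mutant chondrocytes (*Xbp1* Col2CreΔex2 *Matn3* V194D). The deleted allele lacks exon 2, and the position of the probe sets within the transcript was not analysed here, so a probe set outside this exon cannot show the deletion. *Matn3*, which encodes matrilin-3, had signals of 10185, 9945, 10462 and 10572 in the same order. RNA of rib chondrocytes from mice aged 5 days was pooled from 3 extractions for each genotype and hybridized to 1 whole-genome array per genotype. With 1 array per genotype there is no replicate check, and comparisons of single arrays carry no p-value. The values are linear signals of 45037 probe sets, with a median of 43.8 on the wild type array and of 43.8 on the *Matn3* mutant array, and 8.36% to 10.9% of the signals per array were under 1. Across probe sets, which are not independent replicates, log2 signals of any pair of arrays had a Pearson correlation of 0.956 to 0.975. How the probe signals were summarized and normalized is not given in the sources used here. The methods of the paper select genes by a fold change over 1.5 and by a probability of positive log-ratio, which needs errors at the level of single probes. Here a difference over 1.5-fold was counted alone, from log2 signals with values under 1 set to 1. A gene was represented by its brightest probe set, and 18193 genes had a probe set that names no other gene. In 100 simulated sets with no effect of either genotype, and with noise as large as the departure of the 4 arrays from additive effects, 8586 to 9075 probe sets differed by over 1.5-fold in each direction of a comparison. The median of a gene list was placed among those of 10000 random lists of the same size and intensity, as a percentile that describes and does not test.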

To further define the putative protective role of XBP1 we performed microarray analyses on mRNA derived from wild type and mutant animals with a comparable C57BL6 genetic background. 

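In *Matn3* mutant compared to wild type chondrocytes, the 10 largest upward differences above the median intensity included *Apobr*, which encodes a receptor for apolipoprotein B, at 32.8-fold higher signal, and *Slc15a2*, which encodes a peptide transporter, at 17.1-fold higher. The 10 largest downward differences included *Lce1d*, a gene of the cornified envelope of skin, at 43.8-fold lower, and *Cyp26a1*, which encodes an enzyme that degrades retinoic acid, at 23.9-fold lower. They also included the Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d*, with signals of 0.032, 0.904 and 1.65 in the *Matn3* mutant pool, 484, 135 and 151 in the wild type, and 856, 356 and 236 in the double mutant. *Xist*, the transcript of the inactive X chromosome, had signals of 7393 in wild type, 5262 in XBP1 null, 9718 in *Matn3* mutant and 4101 in double mutant chondrocytes. In XBP1 null compared to wild type cartilage, the 10 largest upward differences above the median intensity included the endothelial genes *Selp* (166-fold higher), *Cd34* (64.5-fold higher) and *Aplnr* (103-fold higher). The largest downward difference above the median intensity was in *H2-Q5*, a class I histocompatibility gene, at 22.0-fold lower. Between the double mutant and the *Matn3* mutant, *Cyp26a1* was 9.29-fold higher, and the largest downward differences above the median intensity were in *Klk8* (at least 53.4-fold lower) and *Krt13* (9.21-fold lower), genes of stratified epithelium. The double mutant compared to XBP1 null cartilage had *Slc15a2* 6.23-fold higher, whereas *Lce1d* was 87.7-fold lower and *Hey1*, which encodes a target of Notch signalling, 16.4-fold lower.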

Volcano plots showing the differential expression of genes and significant changes are shown in Fig 4A–4D and a heat map comparison is shown in S3 Fig.

**Fig 4:**
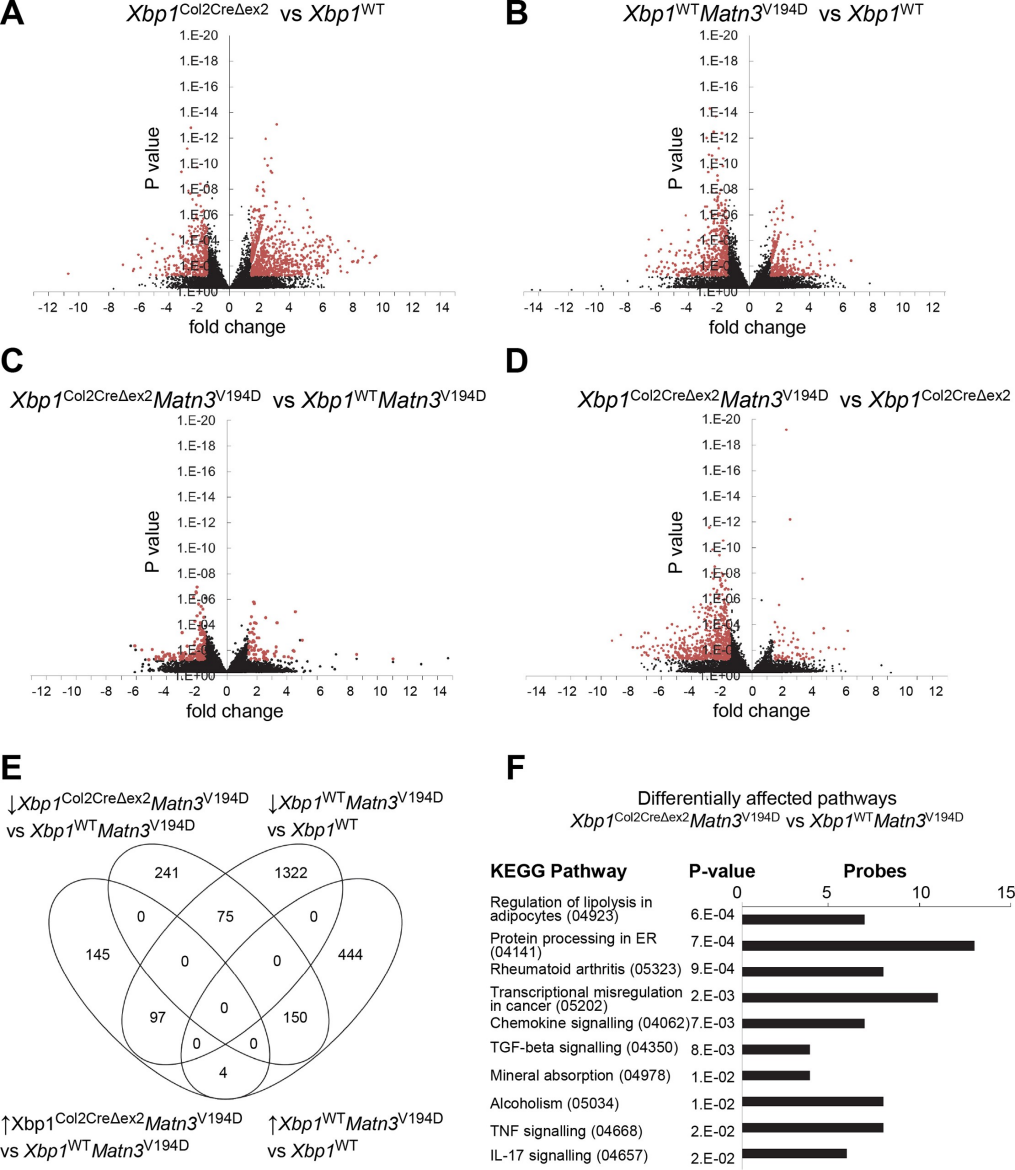
(A-D) Volcano plots of differential gene expression (in black) highlighting the significantly changed genes (1.5 fold, P<0.05; in red). (E) A Venn diagram comparing the significantly differentially expressed genes in the original EDM5 (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^WT^) model and the effect of XBP1 deletion (*Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^). (F) Pathway analysis of the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^ microarray data was performed using the iPathwayGuide platform (Advaita Corp). Differentially expressed KEGG pathways are plotted using the P-values and the number of differentially expressed probes.

In total 2092 genes were differentially expressed in mutant *Matn3* chondrocytes (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ analysis) compared to 2396 in XBP1 null cartilage (*Xbp1*^Col2CreΔex2^ vs *Xbp1*^WT^), 1316 in *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^Col2CreΔex2^ and finally 712 in *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^ (S3 Fig). 

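*Col2a1*, which encodes the main collagen of cartilage, had signals of 10187, 13435, 13380 and 13571 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes, and *Acan*, which encodes aggrecan, had 7475, 8242, 9275 and 10139. None of 21 chondrocyte matrix genes was over 1.5-fold higher in any of the 4 comparisons. *Matn1*, which encodes matrilin-1, was the one gene of this list over 1.5-fold lower, by 1.75-fold in the *Matn3* mutant compared to wild type and by 1.52-fold in the double mutant compared to XBP1 null cartilage. The median log2 difference of the list was 0.04 in the *Matn3* mutant and 0.12 in XBP1 null compared to wild type, 0.15 in the double mutant compared to XBP1 null and 0.10 in the double mutant compared to the *Matn3* mutant. Over all 45037 probe sets, 19258 differed by over 1.5-fold in the *Matn3* mutant compared to wild type, 17606 in XBP1 null compared to wild type, 16903 in the double mutant compared to XBP1 null and 14041 in the double mutant compared to the *Matn3* mutant. With 1 array per genotype, these totals do not measure the size of an effect.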

Overall, this indicated that both the presence of the matrilin-3 mutation and the absence of XBP1 were strong effectors of cartilage homeostasis.

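With the 4 arrays fitted together in limma, as an effect of the *Matn3* mutation plus an effect of the loss of XBP1, probe sets were called at an adjusted p under 0.05 only when the fit was limited to those above the median intensity, and only for the *Matn3* mutation. Of these 22519 probe sets, 4 were higher and 9 lower with the mutation. The former were *Derl3*, which encodes a protein of ER-associated degradation, with a log2 effect of 4.88 (standard error 0.386, adjusted p = 0.00898), *Pnpla3*, which encodes a lipase of lipid droplets, with 2.72 (standard error 0.313, adjusted p = 0.0422), *Hsp90b1*, which encodes the ER chaperone GRP94, with 0.88 (standard error 0.104, adjusted p = 0.0436), and a probe set that names no gene. The latter included the cochaperone gene *Dnaja4* on a pair of probe sets, *Rarres1*, *Tnn*, *Adi1*, which was named after its value was seen, and a probe set that names no gene. They also included *Lce1d*, with -5.95 (standard error 0.368, adjusted p = 0.00237), and the chaperone genes *Hspa8*, with -1.95 (standard error 0.192, adjusted p = 0.0248), and *Hsp90aa1*, with -1.05 (standard error 0.129, adjusted p = 0.0489), each on 1 of their probe sets. Over all 45037 probe sets, no probe set passed for either effect, although 3381 for the mutation and 2052 for the loss of XBP1 had an unadjusted p under 0.05, with smallest adjusted p of 0.635 and 0.819. Each list was also adjusted alone, with no correction across lists. For the mutation, *Derl3* passed among the 3 ATF6 targets of Table 1, and *Manf* and *Pdia4* among its 3 ATF6 or PERK targets. *Dnaja4*, *Dnaja1*, *Cryab*, *Hspa4l* and *Hspa1l* passed among the chaperones the paper names, and *Tnn* among the osteoblast markers. *Dnaja4* also passed in the cytosolic heat shock list written before the data were examined. The authors chose the named chaperones on these arrays, and Table 1 reports its genes from these arrays, so neither is independent evidence. The fit leaves 1 residual degree of freedom and takes the effects as additive. In simulated data it called 44% of probe sets with a 4-fold effect and 0% with a 2-fold effect. The simulated fit ran over 45037 probe sets, where the measured fit called none, and the calls above come from 22519 probe sets. These shares are therefore not taken as the power of either measured fit. From the numbers of differentially expressed genes, the paper reads the matrilin-3 mutation and the absence of XBP1 as strong effectors of cartilage homeostasis.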

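Of 25 targets of the PERK-ATF4 arm of the unfolded protein response, 16 were over 1.5-fold higher in the *Matn3* mutant and 12 in XBP1 null cartilage compared to wild type, and none was lower by that much. Their median log2 differences were 0.75 and 0.56, both at percentile 100 of the random lists. The paper reports unchanged *Perk* and *Ddit3* mRNA and lower ATF4 and CHOP protein in the *Matn3* mutant, and reads PERK as not involved. Whether PERK raised the genes of this list was not tested here. *Slc7a11*, which encodes a cystine transporter, had signals of 32.4 in wild type, 188 in the *Matn3* mutant and 133 in XBP1 null cartilage, and *Stc2*, which encodes stanniocalcin 2, had 253, 608 and 765. Of 24 inflammatory and NF-kB target genes, 15 were higher and 3 lower in the *Matn3* mutant, and 12 were higher and 3 lower in XBP1 null cartilage, with medians of 0.69 and 0.48. In the same comparisons, 8 and 11 of 11 endothelial genes were over 1.5-fold higher, and 1 was lower by that much in the *Matn3* mutant. In all, 11054 probe sets differed by over 1.5-fold from wild type in both comparisons, where independent differences would give 7528. Both comparisons use the same wild type array, and the simulated sets with no effect, which share it too, held 9785 to 10146 such probe sets. Of the probe sets observed, 5260 were higher in both, against 4005 to 4304 simulated, and 4110 lower in both, against 4156 to 4444. The log2 differences correlated at 0.515 across probe sets, and at 0.5 in the simulated sets. Above the median intensity, 3521 probe sets differed in both comparisons, against 2693 to 2970 simulated, and the correlation was 0.608, against 0.5.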

The highest number of differentially expressed genes in common (1192) was noted for the cartilage-specific deletion of XBP1 (*Xbp1*^Col2CreΔex2^ vs *Xbp1*^WT^) and the p.V194D *Matn3* mutant (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^) comparisons, suggesting that genes downstream of the XBP1 signalling pathway are key disease modulators in matrilin-3 related MED.

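Of 27 ER chaperones and foldases, 14 were over 1.5-fold higher and 1 was lower by that much in *Matn3* mutant compared to wild type chondrocytes, with a median log2 difference of 0.61 at percentile 100 of the random lists. *Hspa5*, which encodes the ER chaperone BiP, had signals of 13371 in wild type, 14150 in XBP1 null, 20030 in *Matn3* mutant and 19811 in double mutant chondrocytes. *Sdf2l1*, which encodes a cofactor of BiP, was 4.68-fold higher in the *Matn3* mutant. Of 19 genes of ER-associated degradation, 4 were higher and none was lower, among them *Sel1l* (1.76-fold higher) and *Edem1* (1.53-fold higher), and the median was 0.13. Of 30 genes of ER translocation, glycosylation and ER-Golgi transport, 2 were higher and 1 was lower, with a median of 0.13. *Ern1*, which encodes IRE1, was 2.09-fold higher, and 2 of 6 UPR sensor genes were higher by over 1.5-fold. The paper reports *Ire1* mRNA by quantitative PCR and IRE1 protein as unchanged in all genotypes, and the value here rests on 1 array per genotype.

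**Figure D1:**
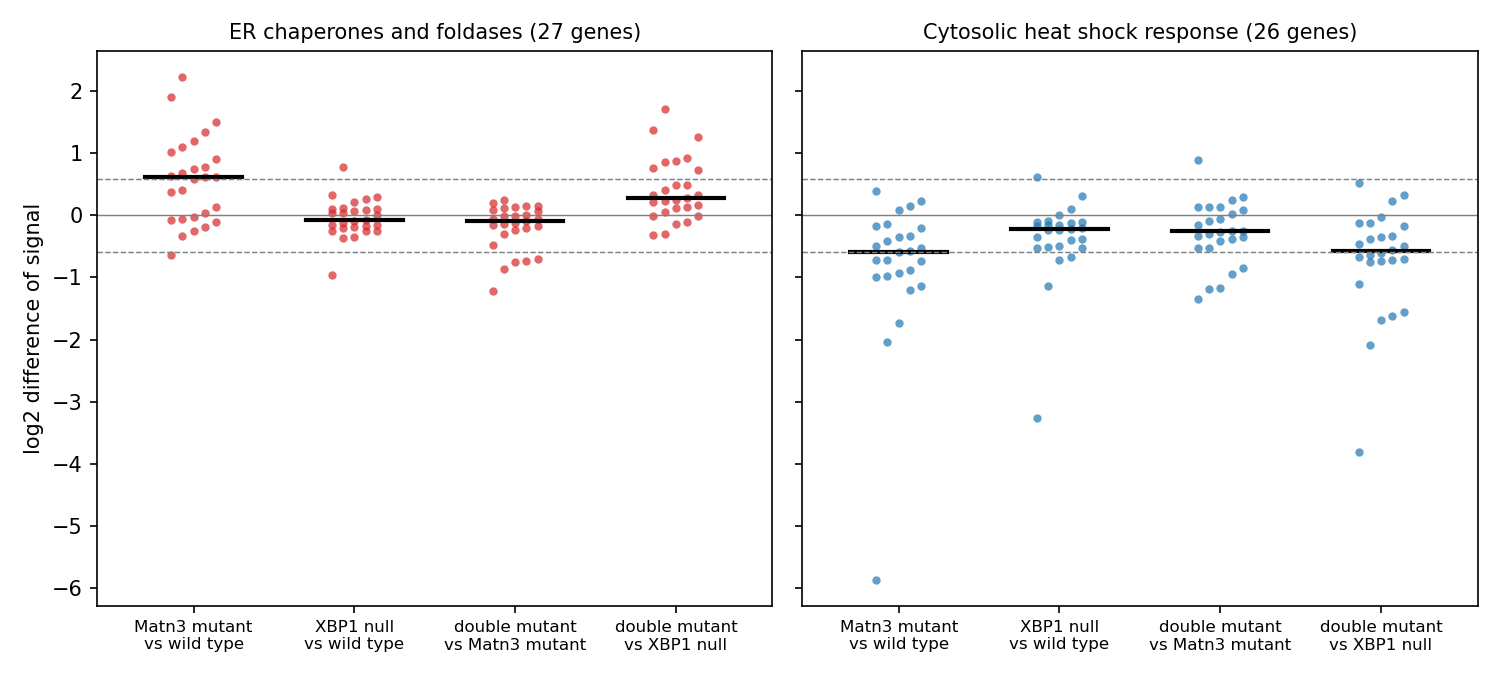
Log2 difference of each ER chaperone or foldase gene (left) and each gene of the cytosolic heat shock response (right) in the 4 comparisons of single arrays. Points are genes, horizontal bars are medians and dashed lines mark 1.5-fold; in the *Matn3* mutant compared to wild type the median of the ER chaperones lies above 0 and that of the heat shock genes below 0.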

*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ analysis confirmed the findings previously reported for this mouse line [5]. The 1494 genes downregulated in the mutant *Matn3* chondrocytes (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^) were predominantly associated with regulation of gene expression, cell proliferation and apoptosis. 

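Of 29 cell cycle genes, 18 were over 1.5-fold lower in *Matn3* mutant compared to wild type chondrocytes and none was higher by that much (median log2 difference -0.64, percentile 0 of the random lists). *Ccna2*, which encodes cyclin A2, was 2.40-fold lower, *Aurka*, which encodes a mitotic kinase, 2.28-fold lower, and the genes *Cenpf* and *Bub1b* of the mitotic spindle checkpoint and kinetochore 2.14-fold lower and 2.13-fold lower. Of 18 genes of apoptosis and p53 signalling, 3 were higher and 2 were lower, with a median of -0.02. *Pmaip1*, which encodes the proapoptotic protein NOXA, was 18.9-fold lower, and *Cdkn1a*, which encodes the cell cycle inhibitor p21, 1.58-fold higher. Among 27 genes of splicing and nuclear speckles, 2 were higher and none was lower (median 0.14). Cell type markers also differed in this comparison, with medians of -0.82 for osteoblast, -0.60 for skeletal muscle and 2.10 for endothelial genes. The median of the chondrocyte matrix genes was 0.04. Y-linked genes were at or near the floor in the *Matn3* mutant pool alone. In all, 9355 probe sets were over 1.5-fold lower, against 8680 to 9025 in the simulated sets with no effect; above the median intensity 3987 were, against 3181 to 3396 simulated.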

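Of 26 genes of the cytosolic heat shock response, 13 were over 1.5-fold lower in *Matn3* mutant compared to wild type chondrocytes and none was higher by that much (median log2 difference -0.58, percentile 0 of the random lists). *Hspa1l*, which encodes a member of the HSP70 family, had signals of 134 in wild type and 2.29 in the *Matn3* mutant, the latter under the 25th percentile of all values. *Cryab*, which encodes the small heat shock protein alpha B crystallin, was 2.29-fold lower. *Dnaja1*, which encodes an HSP40 cochaperone, was 1.98-fold lower, and the small heat shock protein gene *Hspb8* 1.85-fold lower. Of the 10 chaperone genes that the paper names for protein folding or aggregation, 7 were lower by over 1.5-fold and none was higher (median -0.94); the authors chose this list on these arrays, so its direction is not independent evidence.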

A distinct subset of downregulated genes was associated with modulating the aggregation of mutant/misfolded proteins (*Cryab*, *Hspa1l*, *Hspb8*, *DNaja1*). Genes associated with cartilage and bone development (such as *Alpl*, *Col1a1*, *Col10a1*, *Evc*, *Hif1a*, *Igf1*, *Igfbp5*, *Ibsp*, *Mmp14*, *Nog*, *Pthlh*, *Smo* and *Tnc*) were also decreased. In contrast, 598 genes significantly upregulated in the *Matn3* mutant chondrocytes (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^) were predominately associated with cell proliferation, migration and the cellular response to ER stress [5] and included genes such as *Creld2*, *Canx*, *Dnajc3*, *Grp94*, *Hyou1*, *Manf* (*Armet*), *Pdia3*, *Pdia4*, *Trib3* and *Xbp1* (S1 Table).

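Of the 12 of these genes measured, 9 were over 1.5-fold lower in *Matn3* mutant compared to wild type chondrocytes (median log2 difference -1.12); the authors chose them on these arrays, which is not independent evidence of a direction. *Ibsp*, which encodes bone sialoprotein, was 10.2-fold lower, *Nog*, which encodes the BMP antagonist noggin, at least 22.5-fold lower, and *Col10a1*, which encodes the collagen of hypertrophic cartilage, 3.32-fold lower. *Igf1* was 2.23-fold lower, *Igfbp5* 2.18-fold lower, *Alpl*, which encodes the alkaline phosphatase of mineralizing tissue, 2.22-fold lower, *Col1a1* 1.92-fold lower and *Tnc* 1.86-fold lower. *Evc*, which encodes a protein of the primary cilium, was 2.18-fold lower on its brightest probe set and 2.19-fold higher on its other one. The other members were within 1.5-fold on their brightest probe set, with *Hif1a* 1.34-fold higher, *Smo* 1.19-fold higher and *Mmp14* 1.11-fold lower, although each had a dimmer probe set that was lower, by 4.02-fold, 12.1-fold and 3.19-fold. That probe set of *Smo* had a signal of only 1.15 in the *Matn3* mutant, and a brighter probe set of *Hif1a* was 1.85-fold higher. Of 11 markers of hypertrophic chondrocytes written before the data were examined, 5 were lower and 2 were higher (median -0.26), and of 10 osteoblast markers 6 were lower and 1 was higher (median -0.82). Beside these, 5 of 16 perichondrium and fibroblast markers, 8 of 15 skeletal muscle markers and 3 of 7 erythroid markers were over 1.5-fold lower and 1, 3 and 1 members of these lists were higher, with medians of -0.24, -0.60 and -0.23.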

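In *Matn3* mutant compared to wild type chondrocytes, *Hyou1*, which encodes an ER chaperone of the HSP110 family, was 3.74-fold higher, *Creld2* 2.84-fold higher and *Pdia4*, which encodes a protein disulphide isomerase, 2.52-fold higher. *Pdia3* was 2.28-fold higher, *Trib3*, which encodes a pseudokinase of the stress response, 2.22-fold higher, *Manf* 2.13-fold higher, *Hsp90b1*, which encodes GRP94, 1.86-fold higher, *Dnajc3* 1.67-fold higher and *Canx*, which encodes calnexin, 1.55-fold higher. The 4 probe sets of *Xbp1* were 1.39-fold higher on the brightest and 1.64-fold, 2.07-fold and 3.10-fold higher on the others. In the same comparison, 7 of 15 leukocyte markers were higher and 2 were lower (median log2 difference 0.24), and 2 of 7 adipocyte markers were higher and none was lower (median 0.14). In all, 9903 probe sets were over 1.5-fold higher, against 8626 to 9032 in the simulated sets with no effect; above the median intensity 3183 were, against 3160 to 3431 simulated, fewer than were lower.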

A *Xbp1*^Col2CreΔex2^ vs *Xbp1*^WT^ comparison confirmed the previously published involvement of Xbp1 in bone formation [21] and modulation of the ER stress response [34]. 

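Of 10 osteoblast markers, 8 were over 1.5-fold higher in XBP1 null compared to wild type cartilage and none was lower by that much (median log2 difference 0.77, percentile 99.6 of the random lists). Most markers of perichondrium and fibroblasts, endothelium, skeletal muscle and adipocytes were also over 1.5-fold higher on the same array. *Dmp1*, which encodes a matrix protein of osteocytes, was 5.54-fold higher, and *Phex*, which encodes a peptidase that regulates phosphate, 4.00-fold higher. Of 11 markers of hypertrophic chondrocytes, 4 were higher and 2 were lower (median 0.36), among them *Panx3*, which was 1.90-fold lower. Of 27 ER chaperones and foldases, 1 was higher, *Pdia3* (1.72-fold higher), and 1 was lower, *Txndc11* (1.95-fold lower). Their median log2 difference was -0.07, at percentile 0.3 of the random lists, and became 0.02 with the median over the probe sets of each gene and 0.04 with the probe set that differed most in the *Matn3* mutant. Of 19 genes of ER-associated degradation 1 was higher and 1 was lower, namely *Faf2* (1.67-fold higher) and *Derl3* (1.82-fold lower), and none of 30 genes of ER translocation, glycosylation and transport passed 1.5-fold (medians 0.09 and 0.00). Of 6 UPR sensor genes 2 were higher, *Atf6* and *Ern1*, the latter 1.99-fold higher but at a log2 difference of -0.04 on the probe set that differed most in the *Matn3* mutant, and of 6 reported targets of IRE1-dependent decay 1 was, *Pdgfrb* (1.50-fold higher), with medians of 0.07 and 0.21.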

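In XBP1 null compared to wild type cartilage, the 10 largest downward differences above the median intensity included chemokine and cytokine genes. *Cxcl10* had signals of 12053 in wild type and 2644 in XBP1 null cartilage, *Cxcl11* 224 and 11.4, *Tnf* 129 and 19.0, *Ltb*, which encodes lymphotoxin beta, 110.4 and 26.2, and *Cd83*, which encodes a surface protein of immune cells, 971 and 139. The list of inflammatory and NF-kB target genes and the leukocyte markers had more members higher than lower in this comparison. Of 29 cell cycle genes, 3 were over 1.5-fold lower and none was higher by that much, with *Aurka* 1.67-fold lower and *Nusap1* 1.55-fold lower, and the median log2 difference was -0.28 at percentile 0 of the random lists. Of 18 genes of apoptosis and p53 signalling, 2 were lower, *Pmaip1* (3.49-fold lower) and *Fas* (2.23-fold lower), and 6 were higher, among them *Perp* (2.92-fold higher); the median was 0.08. In all, 7890 probe sets were over 1.5-fold lower, against 8617 to 9039 in the simulated sets with no effect, and whether fewer were lower than higher depended on the normalization. The noise of those sets includes any true interaction of the genotypes, so a count under theirs decides nothing.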

1114 genes downregulated in XBP1 null cartilage (*Xbp1*^Col2CreΔex2^ vs *Xbp1*^WT^) were associated with transcription regulation, apoptosis, protein ubiquitination and cell cycle regulation [21]. Several genes involved in protein folding were also decreased including *Cryab*, *Dnajc4*, *Dnajc13*, *Dnajc22*, *Hspa4l* and *Hspa8*. 

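*Dnajc22*, which encodes a cochaperone, was 2.43-fold lower and *Hspa4l*, which encodes a member of the HSP110 family, 1.64-fold lower in XBP1 null compared to wild type cartilage. *Cryab* was 1.44-fold lower and *Dnajc4* 1.21-fold lower. *Hspa8*, which encodes the constitutive cytosolic HSP70, was 1.09-fold lower on its brightest probe set and 2.65-fold lower on another. *Dnajc13* was 1.60-fold higher on its brightest probe set and 1.80-fold lower on its other one. Of 26 genes of the cytosolic heat shock response, 4 were over 1.5-fold lower and 1 was higher (median log2 difference -0.23, percentile 0 of the random lists).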

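All 11 endothelial genes of a list written before the data were examined were over 1.5-fold higher in XBP1 null compared to wild type cartilage, with a median log2 difference of 5.03. *Cdh5*, which encodes VE-cadherin, had a signal of 11.5 in wild type and 838 in XBP1 null cartilage, *Emcn*, which encodes endomucin, 6.01 and 639, and *Plvap*, which encodes a protein of endothelial fenestrae, 5.90 and 558. In *Matn3* mutant and double mutant chondrocytes *Cdh5* had 146 and 221, *Emcn* 58.7 and 119 and *Plvap* 30.7 and 117. Of 16 perichondrium and fibroblast markers, 11 were higher (median 0.72), among them the matrix genes *Dpt* (15.7-fold higher) and *Mfap5* (6.95-fold higher). Of 7 adipocyte markers, 5 were higher (median 1.22), among them *Fabp4*, which is also expressed in capillary endothelium, at 8.68-fold higher. Of 15 skeletal muscle markers 9 were higher, of 15 leukocyte markers 8 were higher and 1 was lower, and of 7 erythroid markers 3 were higher and 1 was lower, with medians of 0.84, 0.71 and 0.35; with probe sets above the median intensity alone, the muscle median was -0.06. In all, 9716 probe sets were over 1.5-fold higher, against 8619 to 9025 in the simulated sets with no effect, but with quantile normalization 8459 were higher and 8830 lower.

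**Figure D2:**
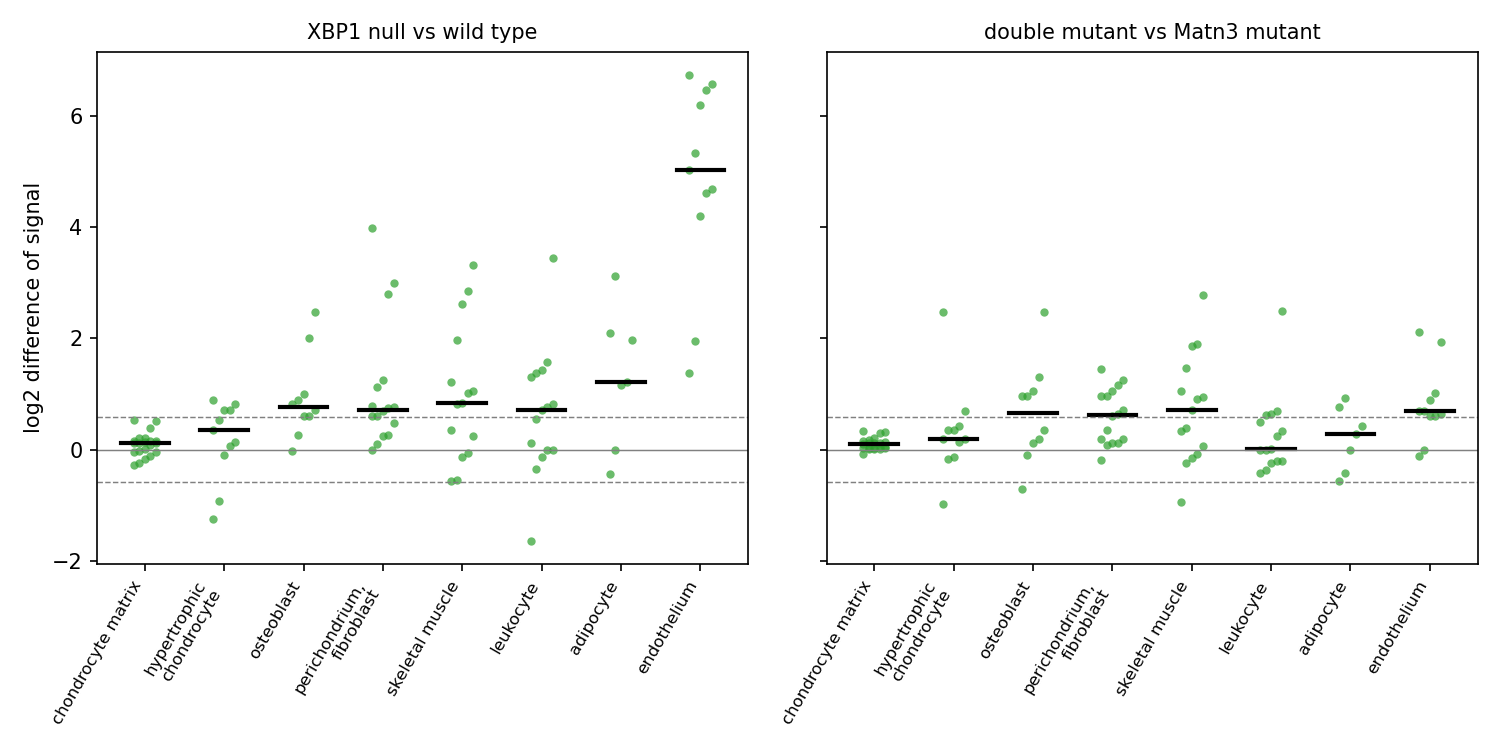
Log2 difference of each marker gene of 8 cell types in XBP1 null compared to wild type cartilage (left) and in the double mutant compared to the *Matn3* mutant (right), 1 array per genotype. Points are genes and horizontal bars are medians; the endothelial genes lie highest in XBP1 null cartilage.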

1282 genes upregulated in *Xbp1* null cartilage pertained to regulation of cell migration, angiogenesis and extracellular matrix organisation as previously published [21]. Genes for several ECM proteins including *Col1a1*, *Col10a1 Col4a1*, *Col4a2*, *Col18a1*, *Fbln5* and *Ibsp* were also upregulated, together with several signalling molecules such as *Fgf18*, *Fgf2*, *Notch1*, *Tgfb2* and *Vegfc*, indicating a deregulation of chondrocyte differentiation in the *Xbp1*^Col2CreΔex2^ mice.

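Of these 12 genes, 11 were over 1.5-fold higher in XBP1 null compared to wild type cartilage (median log2 difference 1.35); the authors chose them on these arrays, which is not independent evidence of a direction. *Col4a1* and *Col4a2*, which encode basement membrane collagen, were 7.21-fold higher and 2.38-fold higher, *Fbln5*, which encodes an elastic fibre protein, 3.68-fold higher, and *Col18a1* 3.56-fold higher. *Col10a1* was 1.65-fold higher, *Ibsp* 1.85-fold higher and *Col1a1* 1.52-fold higher. Of the signalling genes, *Fgf18* was 3.27-fold higher, *Vegfc*, which encodes a growth factor of lymphatic vessels, 3.04-fold higher, *Notch1* 2.73-fold higher and *Fgf2* 2.25-fold higher. *Tgfb2* was 1.14-fold higher on its brightest probe set and 1.52-fold, 1.81-fold and 2.15-fold higher on the others. *Kdr*, which encodes a VEGF receptor of endothelium, was 18.4-fold higher on the same array.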

A comparative analysis of genes differentially regulated by the *Matn3* mutation (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^) with the genes differentially regulated by *Xbp1* ablation in *Matn3* mutant chondrocytes (*Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^) was undertaken to explain the dramatically exacerbated disease phenotype in the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice and to identify *Xbp1*-dependent pathways in EDM5 (Fig 4E and 4F). Interestingly, the differentially changed genes are involved in cartilage differentiation/dedifferentiation pathways (“lipolysis in adipocytes”, “mineral deposition”, “TGFß signalling”, “rheumatoid arthritis”) and in the UPR (“protein processing in the endoplasmic reticulum”; Fig 4F). 

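In the double mutant compared to the *Matn3* mutant, 5 of 10 osteoblast markers were over 1.5-fold higher and 1 was lower (median log2 difference 0.66), with *Ifitm5*, an osteoblast gene, 2.48-fold higher. Of 11 markers of hypertrophic chondrocytes 2 were higher and 1 was lower, *Mmp13*, which encodes a collagenase, at 1.96-fold lower (median 0.20). Of 27 ER chaperones and foldases 5 were lower and none was higher (median -0.10, percentile 0 of the random lists), of 19 genes of ER-associated degradation 1 was lower, *Edem1* (1.50-fold lower), and of 25 PERK-ATF4 targets 1 was lower, *Slc7a11* (1.59-fold lower), with medians of 0.07 and 0.09. Of 17 cholesterol synthesis genes 3 were higher, namely *Mvk* (2.63-fold higher), *Mvd* (1.69-fold higher) and *Nsdhl* (1.57-fold higher), and none was lower (median 0.20). Of 23 immediate early genes 6 were higher, among them *Socs3* (1.75-fold higher) and *Fosb* (1.71-fold higher), and none was lower (median 0.24), and of 20 autophagy genes *Ulk1*, which encodes an initiating kinase, was 1.93-fold higher and no other passed 1.5-fold (median 0.24). Of 7 adipocyte markers 2 were higher, *Lpl*, which encodes lipoprotein lipase, at 1.91-fold higher and *Retn* at 1.70-fold higher (median 0.27). Beside these, 9 of 16 perichondrium and fibroblast markers, 8 of 15 skeletal muscle markers, 3 of 7 erythroid markers and 9 of 11 endothelial genes were higher, with medians of 0.63, 0.71, 0.23 and 0.69. In all, 7124 probe sets were higher and 6917 lower by over 1.5-fold. Both counts were fewer than in every simulated set with no effect (8601 to 9001 and 8657 to 9010). With quantile normalization more were lower than higher. Above the median intensity 2182 were higher and 1778 lower, and in genes 3171 were higher and 1642 lower.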

A detailed analysis revealed 57 genes decreased in the *Matn3* mutant chondrocytes and further decreased upon XBP1 deletion, indicating their expression is modulated downstream of XBP1. 

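*Dnaja4*, *Cryab*, *Trpc2*, which encodes an ion channel, and *Rian*, a noncoding RNA, were the genes of the S2 Table whose brightest probe set was over 1.5-fold lower in the *Matn3* mutant compared to wild type and again in the double mutant compared to the *Matn3* mutant. *Trpc2* was 2.36-fold lower and then 2.51-fold lower, and *Rian* 1.56-fold lower and then 1.65-fold lower; these genes were named after their values were seen, and another probe set of *Rian* had a log2 difference of 0.99 in the *Matn3* mutant. In all, 1220 probe sets were lower in both comparisons, and 339 of them lay above the median intensity. Independent differences would give 1437 and 315, and the simulated sets with no effect, in which the shared *Matn3* mutant array favours opposite directions, held 667 to 817 and 83 to 135. Above the median intensity, 131 of 2561 probe sets that name no gene were lower in both comparisons, as were 173 of 8430 dimmer probe sets of genes with several and 30 of 10982 brightest or only probe sets.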

The GO terms for these genes included “protein folding”, “phospholipid biosynthesis process” and “nucleosome assembly” (S2 Table). 

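*Dnaja4*, which encodes an HSP40 cochaperone, had signals of 5054, 2306, 1228 and 545 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes, and its 3 probe sets were all lower in each mutant than in wild type. *Cryab*, which encodes alpha B crystallin, had signals of 2955, 2060, 1289 and 667 in the same order. *Hspa8*, which encodes a cytosolic HSP70, had signals of 14493, 13303, 11457 and 12175 on its brightest probe set, and of 10595, 3999, 2393 and 1181 on the probe set that differed most. Its remaining probe sets had 13407, 12287, 9902 and 10161 and 9309, 7644, 5314 and 5610, and these were not lower in the double mutant than in the *Matn3* mutant.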

The most highly and significantly represented GO term was “protein folding” and included the chaperone molecule DNAJA4, heat shock protein HSPA8 and crystallin alpha B (CRYAB) (S2 Table); all of which lie downstream of XBP1 signalling [34]. Moreover, the genes associated with “phospholipid biosynthesis process” included choline kinase alpha (*Chka*), ethanolaminephosphotransferase 1 (*Ept1*) and phosphatidylserine decarboxylase pseudogene 3 (*Pisd-ps3*), involved in the maintenance of vesicular membranes and in protein folding respectively.

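*Pisd-ps3*, a pseudogene of phosphatidylserine decarboxylase, was 1.73-fold lower in the *Matn3* mutant compared to wild type and 1.75-fold lower in the double mutant compared to the *Matn3* mutant. *Chka* was 1.39-fold lower and 1.12-fold higher in these comparisons on its brightest probe set, with a signal of 1572 in wild type. A dimmer probe set was 3.33-fold lower and 1.76-fold lower, with a signal of 742 in wild type. *Ept1*, now named *Selenoi*, was 1.33-fold higher and 1.10-fold lower on its brightest probe set, and 1.65-fold lower and 2.14-fold lower on a dimmer one, with signals of 655 and 167 in wild type.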

150 genes were upregulated in the *Matn3* mutant cartilage (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^) and downregulated upon removal of XBP1 (*Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^) indicating an ER-stress triggered XBP1*-*dependent response (S3 Table). 

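Of 24 inflammatory and NF-kB target genes, 9 were over 1.5-fold lower in the double mutant compared to the *Matn3* mutant and 1 was higher (median log2 difference -0.36, percentile 0 of the random lists). *Csf2*, which encodes the cytokine GM-CSF, had signals of 430, 999.8, 1371 and 441 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes, and the chemokine gene *Cxcl5* had 8.86, 15.6, 39.7 and 2.09. *Tnfaip6*, which encodes a hyaluronan-binding protein, had 661, 1485, 2454 and 1644 and *Ptges*, which encodes prostaglandin E synthase, 384, 806, 1315 and 738. In all, 3199 probe sets were higher in the *Matn3* mutant than in wild type and lower in the double mutant than in the *Matn3* mutant, of which 532 lay above the median intensity. Independent differences would give 1521 and 251. Both comparisons use the *Matn3* mutant array, and the simulated sets with no effect, which share it and whose noise includes any true interaction of the genotypes, held 4167 to 4438 and 1237 to 1421.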

The top GO terms associated with these were “response to toxic substance”, “response to lipopolysaccaride”, “regulation of ERK1 and ERK2 cascade” and “cell migration”. The genes changed in the “ERK1 and ERK2 signalling pathway” and “cell migration” (*Abl2*, *Cd44*, *Ccl5*, *Prkca*, *Sema7a*) are known to respond to extracellular signals and may be reflecting extracellular changes resulting from the intracellular stress. 

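*Cd44*, which encodes a hyaluronan receptor, was 3.20-fold higher in the *Matn3* mutant compared to wild type and 1.64-fold lower in the double mutant compared to the *Matn3* mutant. The chemokine gene *Ccl5* was 2.69-fold higher and then 1.82-fold lower, *Prkca*, which encodes protein kinase C alpha, 3.20-fold higher and then 2.15-fold lower, and *Sema7a*, which encodes a semaphorin, 2.96-fold higher and then 1.74-fold lower. *Abl2*, which encodes a tyrosine kinase, was 2.09-fold higher and then 1.04-fold lower on its brightest probe set, and 1.78-fold higher and then 2.36-fold lower on another. Dimmer probe sets of *Prkca* and *Sema7a* went another way, those of the former 1.06-fold higher and then 1.35-fold higher, and at least 3.74-fold lower and then under the floor, and that of the latter 1.48-fold higher and then 2.39-fold higher. On their brightest probe sets all of these genes were also higher in XBP1 null compared to wild type cartilage, from 2.44-fold for *Prkca* to 3.68-fold for *Sema7a*.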

*Ltbp1*, one of the major players in the TGFß signalling, was dramatically increased in *Matn3* mutant cartilage (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^) and decreased upon *Xbp1* removal, but unchanged in the XBP1 null control, indicating a stress-related response. 

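*Ltbp1*, which encodes a protein that binds latent TGFß, had signals of 134, 413, 237 and 157 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes on its brightest probe set. This made it 1.77-fold higher in the *Matn3* mutant and 3.08-fold higher in XBP1 null compared to wild type, and 1.51-fold lower in the double mutant compared to the *Matn3* mutant. Its other probe sets were dimmer, with 1.43, 14.8, 37.9 and 1.23 and 2.59, 17.3, 43.7 and 14.2 in the same order.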

Other interesting genes upregulated in *Matn3* mutant cartilage but downregulated upon removal of *Xbp1* were *Mmp3*, *Mmp10*, *Adam19* and *Sost*, suggesting potential changes in chondrocyte maturation and differentiation. Moreover, several genes upregulated in mutant *Matn3* cartilage and decreased upon removal of *Xbp1* (*Abcb1a*, *Creld2*, Pdia6, *Dnajc3*, *Ero1lb*, *Hao1*, *Hyou1*, *Magt1*, *Pex11a*, *Sdf2l1*, *Ugt1a1*) reflected changes in protein folding, disulphide bond formation, peroxisome activity and drug metabolism machinery implying an *Xbp1*-dependent non-canonical stress pathway is activated by the accumulation of misfolded aggregated matrilin-3. 

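*Mmp3*, which encodes stromelysin 1, had signals of 1783, 2688, 4696 and 1679 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes, and *Mmp10*, which encodes stromelysin 2, 210, 324, 400.3 and 125. *Adam19*, which encodes a membrane metalloproteinase, had 395, 1291, 1182 and 605. *Sost*, which encodes the WNT antagonist sclerostin, had 13.7, 20.4, 86.5 and 5.86, a difference of 14.8-fold between the *Matn3* mutant and the double mutant at low signal.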

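In the double mutant compared to the *Matn3* mutant, *Hao1*, which encodes a peroxisomal oxidase, was 2.60-fold lower, *Creld2* 2.32-fold lower and *Ero1b* (*Ero1lb*), which encodes an ER oxidase, 1.82-fold lower. *Dnajc3* was 1.68-fold lower, *Hyou1* 1.66-fold lower, *Sdf2l1* 1.63-fold lower and *Magt1*, which encodes a subunit of the oligosaccharyltransferase, 1.51-fold lower. *Abcb1a*, which encodes a drug efflux pump, was 1.71-fold lower on its brightest probe set and 3.19-fold lower on the other. *Pdia6*, which encodes a protein disulphide isomerase, was 1.07-fold lower on its brightest probe set, whose signal in the *Matn3* mutant was 8646, and 1.86-fold lower on the other, whose signal was 119. *Pex11a*, which encodes a protein of peroxisome division, was 1.09-fold lower and 2.00-fold lower on its brightest and its other probe set. Compared to wild type, *Magt1* was 1.84-fold higher and *Ero1b* 2.02-fold higher in the *Matn3* mutant, *Abcb1a* 2.02-fold higher, and *Pex11a* 1.02-fold lower on its brightest and 1.62-fold higher on its other probe set.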

Interestingly, some of these genes were also implicated in the pathobiology of other aggregation-related diseases such as Alzheimer’s [17, 35].

A total of 79 genes were downregulated in *Matn3* mutant chondrocytes (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ analysis) but upregulated in *Matn3* mutant chondrocytes lacking XBP1 (*Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^) and the main GO term in this comparison was “osteoblast differentiation” (S4 Table). 

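Of 7 genes that the paper names for osteoblast differentiation in this or another comparison, 6 were over 1.5-fold higher in the double mutant compared to the *Matn3* mutant (median log2 difference 1.33); the authors chose them on these arrays, which is not independent evidence of a direction. *Tnn*, which encodes tenascin W of the osteogenic lineage and belongs to the osteoblast list written before the data were examined, had signals of 319.5, 643, 51.0 and 100.2 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes. Of 29 cell cycle genes, 1 was over 1.5-fold higher in the double mutant, *Plk1*, which encodes a mitotic kinase, at 1.51-fold higher (median 0.19). In all, 3297 probe sets were lower in the *Matn3* mutant than in wild type and higher in the double mutant than in the *Matn3* mutant. Independent differences would give 1480, and the simulated sets with no effect, which share the *Matn3* mutant array, held 4026 to 4277. Their noise includes any true interaction of the genotypes, so a count under theirs decides nothing.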

The genes associated with this grouping (*Col1a1*, *Igf1*, *Igfbp5*, *Ibsp*, *Tnc*) were downregulated by the presence of matrilin-3 mutation on both *Xbp1* backgrounds (wild type and null), indicating their downregulation in response to aggregation stress, and upregulated by the absence of XBP1 on wild type or matrilin-3 mutant background thereby suggesting XBP1 regulation [21].

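*Col1a1*, which encodes the main collagen of bone, had signals of 4591, 7001, 2398 and 4970 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes. *Igf1*, a growth factor gene, had 781, 1825, 349.7 and 1267, and *Igfbp5*, which encodes a binding protein of insulin-like growth factors, 1032, 1884, 474 and 1293. *Ibsp*, which encodes bone sialoprotein, had 75.8, 140.2, 7.46 and 41.5, and *Tnc*, which encodes tenascin C, 1916, 3396, 1027 and 1770. Dimmer probe sets had 143, 88.1, 71.7 and 77.3 for *Igfbp5* and 257, 225, 153 and 84.9 for *Tnc*. Compared to XBP1 null cartilage, the double mutant had *Ibsp* 3.38-fold lower and *Tnc* 1.92-fold lower, while *Igfbp5*, *Igf1* and *Col1a1* were 1.46-fold, 1.44-fold and 1.41-fold lower. Of 16 perichondrium and fibroblast markers, 8 were over 1.5-fold lower and none was higher in that comparison (median log2 difference -0.57).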

Only 4 genes were increased in both *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ and in *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^ and these were *Serpina3c*, *Serpina3n*, *Ptger* and a hypothetical protein (2310033P09Rik).

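*Serpina3n*, which encodes a secreted serine protease inhibitor, was 2.17-fold higher in the *Matn3* mutant compared to wild type and 1.47-fold higher in the double mutant compared to the *Matn3* mutant. The hypothetical gene 2310033P09Rik was 1.28-fold higher and then 1.03-fold higher on its brightest probe set, and 2.21-fold higher and then 1.50-fold higher on its other one. *Serpina3c* and *Ptger* were not analysed here. In all, 1042 probe sets were over 1.5-fold higher in both comparisons, of which 97 lay above the median intensity. Independent differences would give 1566 and 308, and the simulated sets with no effect held 693 to 838 and 83 to 145.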

### Differential expression profiling helps separate the aggregation-dependent and the XBP1-dependent molecular events

Expression profiling of the *Matn3* mutant cartilage (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^) compared to the *Matn3* mutant cartilage on the XBP1-null background (*Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^Col2CreΔex2^) was performed in order to elucidate the molecular events specifically dependent upon matrilin-3 mutation and independent of the UPR signalling downstream of XBP1 (Figs 5 and 6). 

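*1810014B01Rik* had signals of 127, 125, 474 and 448 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes, and *Kif21b*, which encodes a kinesin, 25.1, 47.9, 74.3 and 144. These were among the 10 genes with the largest upward differences by the *Matn3* mutation on both *Xbp1* backgrounds. Among the largest downward differences, *Rarres1* had 354, 307, 61.4 and 45.9 in the same order, *Hey1* 123, 294, 20.1 and 17.9, *Timeless*, which encodes a protein of DNA replication and the clock, 115, 168, 31.2 and 22.8, and *Rrp9*, which encodes a protein of ribosomal RNA processing, 152, 219, 27.2 and 29.3. By brightest probe set and above the median intensity, 225 genes were over 1.5-fold higher and 296 lower with the mutation on both backgrounds. Of 29 cell cycle genes, 3 were lower and none was higher in the double mutant compared to XBP1 null cartilage (median log2 difference -0.23), and in the same comparison 10 of 11 endothelial genes were lower (median -2.20). Over all probe sets, 8131 were higher and 8772 lower in that comparison, a balance that turned with quantile normalization, and 3616 were higher and 3235 lower with the mutation on both backgrounds. The simulated sets with no effect, in which these comparisons share no array, held 2106 to 2349 and 2140 to 2363; above the median intensity the counts were 573 and 859, against 502 to 615 and 504 to 607 simulated.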

47 genes were upregulated (Fig 5B) and 246 genes downregulated (Fig 6B) in the presence of the matrilin-3 mutation. 

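*Pnpla3*, which encodes a lipase of lipid droplets, had signals of 142, 144, 1149 and 769 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes, and *Bcat2*, which encodes a mitochondrial aminotransferase, 4.19, 3.19, 172 and 263. *Uap1*, which encodes an enzyme that makes UDP-N-acetylglucosamine, had 5034, 5445, 6202 and 7369 on its brightest probe set and 142, 233, 378 and 483 on a dimmer one. *Lpcat1*, which encodes an acyltransferase of phospholipids, had 3997, 2763, 3948 and 3455 on its brightest probe set and 1749, 1781, 3566 and 3834 on another. Without XBP1, that is in the double mutant compared to XBP1 null cartilage, *Pdia6* was 1.70-fold higher, *Canx* 1.40-fold higher and *Pdia3* 1.13-fold higher. Of 27 ER chaperones and foldases, 8 were over 1.5-fold higher in that comparison and none was lower (median log2 difference 0.27, percentile 100 of the random lists), and of 25 PERK-ATF4 targets 3 were higher and none was lower (median 0.17).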

The upregulated genes clustered in “metabolic process” and “protein folding” GO terms and included *Bcat2*, *Lpcat1*, *Pnpla3* and *Uap1*, and *Atf5*, *Canx*, *Derl3*, *Manf*, *Pdia3*, *Pdia4* and *Pdia6* respectively. The downregulated genes pertained to “endochondral ossification” and included *Alpl*, *Col1a1*, *Col10a1*, *Cyr61*, *Dlx5*, *Gabbr1*, *Igf1*, *Ibsp*, *Mef2c*, *Mmp14*, *Pthlh* and *Tnc*; and “protein folding” including *Cryab*, *Dnaja1*, *Dnaja4*, *Hspa4l*, *Hspa8*, *Hsp90aa1*, *Tubb5*. 

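In the double mutant compared to XBP1 null cartilage, *Col10a1* was 6.15-fold lower, *Alpl* 3.08-fold lower, *Mmp14*, which encodes a membrane collagenase, 2.11-fold lower, and the transcription factor genes *Mef2c* and *Dlx5* 2.07-fold lower and 1.87-fold lower. *Ccn1* (*Cyr61*), which encodes a matricellular protein, was 1.14-fold lower on its brightest probe set and 2.39-fold lower on another, and *Gabbr1* 1.04-fold higher on its brightest and 4.18-fold lower on another. Of 10 osteoblast markers 6 were over 1.5-fold lower and none was higher (median log2 difference -0.84), and of 11 markers of hypertrophic chondrocytes 5 were lower and 3 were higher (median -0.56), among the latter *Ihh*, which encodes Indian hedgehog, with signals of 7.23 and 30.0. The list of cartilage and bone genes that the paper names had 5 of 12 lower and 1 higher (median -0.54), on genes the authors chose on these arrays. Of 26 genes of the cytosolic heat shock response 13 were lower and none was higher (median -0.58), with *Dnaja1* 2.16-fold lower, *Hspa4l* 2.94-fold lower and *Tubb5*, a tubulin gene, 1.02-fold lower on its brightest probe set and 1.60-fold lower on another. Of the 10 chaperone genes the paper names for folding or aggregation, 6 were lower (median -1.33). Beside these, 4 of 7 adipocyte markers, 5 of 15 skeletal muscle markers and 2 of 15 leukocyte markers were lower and 1, 4 and 2 members of these lists were higher, with medians of -0.92, -0.47 and -0.12. Of 11 endothelial genes 10 were lower and none was higher (median -2.20). Of 16 perichondrium and fibroblast markers 8 were lower and none was higher (median -0.57).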

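*Dnaja4*, a cochaperone gene, had a log2 difference of -2.04 in the *Matn3* mutant and -1.13 in XBP1 null compared to wild type, -2.08 in the double mutant compared to XBP1 null and -1.17 in the double mutant compared to the *Matn3* mutant. *Cryab*, which encodes alpha B crystallin, had -1.20, -0.52, -1.63 and -0.95 in the same order. *Hsp90aa1*, which encodes the stress-responsive cytosolic HSP90, had -0.20, -0.17, -0.33 and -0.31 on its brightest probe set and -0.92, -0.54, -1.19 and -0.81 on another bright probe set. *Hspa8* had -0.34, -0.12, -0.13 and 0.09 on its brightest probe set and -2.15, -1.41, -1.76 and -1.02 on the probe set that differed most. Additive effects would give the same difference for the loss of XBP1 with and without the mutation, and a departure from this cannot be tested with 1 array per genotype.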

Interestingly, a subset of ER-stress related genes downregulated independently of XBP1 in the presence of mutant matrilin-3 (*Cryab*, *Dnaja4*, *Hspa8* and *Hsp90aa1*) were further decreased in the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^ analysis and decreased in the *Xbp1* null cartilage (*Xbp1*^Col2CreΔex2^ vs *Xbp1*^WT^ analysis), indicating a synergistic effect of the two stressors and potential XBP1 modulation.

**Fig 5:**
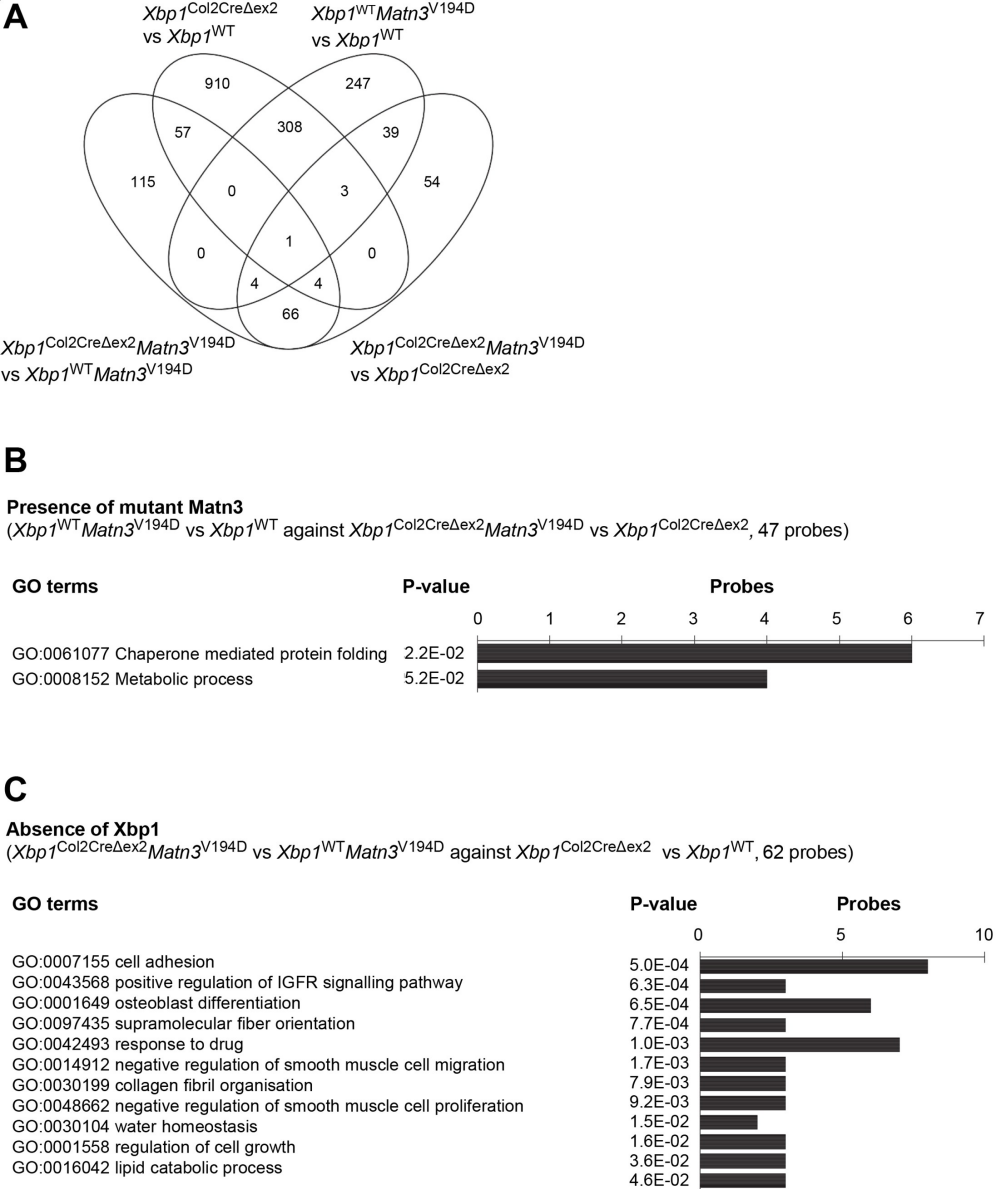
(A) Venn diagram showing an overlap in the significantly upregulated microarray probes from the 4 analyses (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^, *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^Col2CreΔex2^, *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^ and *Xbp1*^Col2CreΔex2^ vs *Xbp1*^WT^. (B) A graph showing the GO terms associated with 47 upregulated probes representing the XBP1 independent effect of a MATN3 mutation. (C) A graph showing the GO terms associated with 62 upregulated probes representing the MATN3 mutation independent effect of XBP1 deletion.

**Fig 6:**
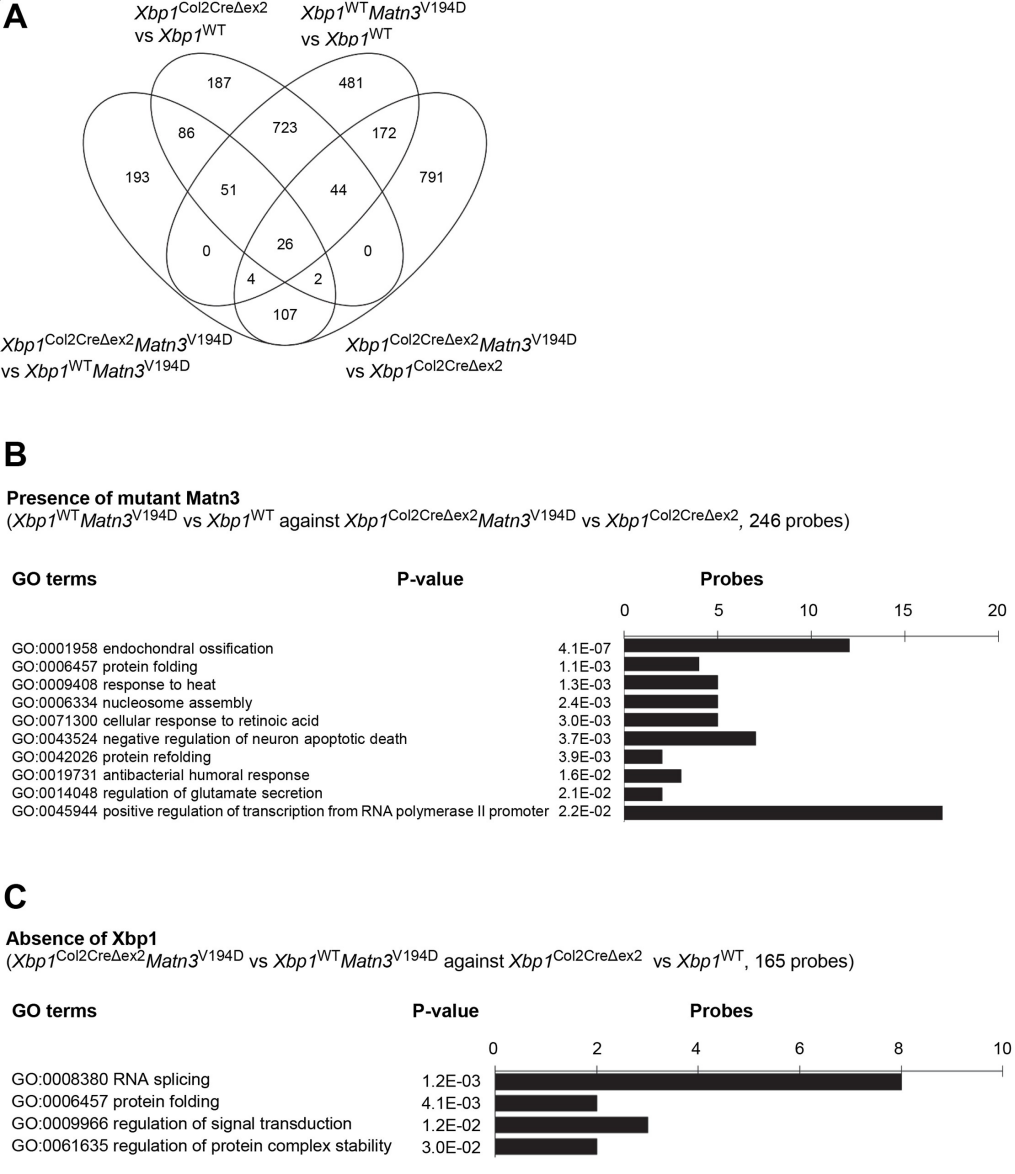
(A) Venn diagram showing an overlap in the significantly downregulated microarray probes from the 4 analyses (*Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^, *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^Col2CreΔex2^, *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^ and *Xbp1*^Col2CreΔex2^ vs *Xbp1*^WT^. (B) A graph showing the GO terms associated with 47 downregulated probes representing the XBP1 independent effect of a MATN3 mutation. (C) A graph showing the GO terms associated with 62 downregulated probes representing the MATN3 mutation independent effect of XBP1 deletion.

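*Ifitm10* had signals of 207, 604, 190.4 and 563 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes, *Thbs4*, which encodes the matrix protein thrombospondin 4, 1310, 3802, 1057 and 2826, and *Cd248*, which encodes endosialin of stromal cells, 39.5, 146, 26.7 and 73.7. These were among the 10 genes with the largest upward differences by the loss of XBP1 on both *Matn3* backgrounds, and *Calcb*, which encodes a calcitonin gene-related peptide, with 118, 44.3, 55.4 and 22.1, among the largest downward ones. Over all probe sets 1892 were over 1.5-fold higher and 2244 lower without XBP1 on both backgrounds, where the simulated sets with no effect, in which these comparisons share no array, held 2164 to 2343 and 2100 to 2334. Their noise includes any true interaction of the genotypes, so a count under theirs decides nothing. Above the median intensity 408 were higher and 629 lower, against 488 to 616 and 509 to 624 simulated. Of the lower ones, 274 name no gene, 313 are dimmer probe sets of genes with several and 37 are brightest or only probe sets; of the higher ones these classes held 20, 125 and 256.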

62 genes were upregulated (Fig 5C) and 165 genes downregulated (Fig 6C) following the removal of *Xbp1* from chondrocytes with or without the *Matn3* mutation (i.e. *Xbp1*^Col2CreΔex2^ vs *Xbp1*^WT^ compared to *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^) indicating UPR-independent XBP1 signalling. 

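*Igfbp3*, which encodes a binding protein of insulin-like growth factors, had signals of 135, 722, 91.5 and 231 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes, and *Vegfc*, which encodes a lymphangiogenic factor, 41.8, 127, 54.9 and 74.5. Together with *Col1a1*, *Igf1*, *Igfbp5*, *Ibsp* and *Tnc*, all 7 were over 1.5-fold higher in XBP1 null compared to wild type cartilage on their brightest probe sets (median log2 difference 0.89), on genes the authors chose on these arrays. The splicing genes *Prpf38b*, *Rbm25*, *Rbm5*, *Cpsf6*, *Hspa8*, *Mbnl1*, *Srrm2* and *Tra2a* were all within 1.5-fold on their brightest probe sets in both comparisons, with medians of -0.04 in XBP1 null compared to wild type and 0.06 in the double mutant compared to the *Matn3* mutant. Other probe sets of these genes were lower, such as one of *Rbm25*, by 2.40-fold and 2.56-fold, one of *Mbnl1*, by 2.24-fold and 2.23-fold, and one of *Srrm2*, by 1.86-fold and 2.24-fold. Their signals in wild type were 201, 184 and 548, where the brightest probe sets had 2096, 8529 and 5111. Some brighter probe sets were lower too. One of *Rbm25*, with 1775 in wild type, was lower by 1.69-fold and 1.72-fold, and one of *Tra2a*, with 1337, by 1.89-fold and 2.03-fold. Others of like signal were not, such as one of *Prpf38b*, with 1304, which was 1.09-fold and 1.02-fold higher. Of 27 genes of splicing and nuclear speckles, none passed 1.5-fold in either comparison (medians 0.05 and -0.02). *Ahsa1*, which encodes an activator of HSP90, was 1.16-fold lower on its brightest and 2.05-fold lower on its other probe set in XBP1 null compared to wild type cartilage.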

The upregulated genes largely pertained to extracellular matrix organisation and osteoblast differentiation (e.g. *Col1a1*, *Igf1*, *Igfbp3*, *Igfbp5*, *Ibsp*, *Vegfc*), which is in agreement with previously published data [21], whereas the downregulated genes were clustered to RNA splicing (e.g. *Prpf38b*, *Rbm25*, *Rbm5*, *Cpsf6*, *Hspa8*, *Mbnl1*, *Srrm2*, *Tra2a*) and protein folding (*Ahsa1*, *Pdia6*).

### Aggregation-specific ER-resident chaperones are differentially expressed in chondrocytes from the MCDS and EDM5 mice, delineating a differentiation state specific stress response

Removal of *Xbp1* had a profound effect on the phenotype of EDM5 mice, which is a disease predominantly affecting chondrocytes undergoing proliferation, but in contrast, deletion of *Xbp1* had no effect on the severity of MCDS, a disease of the hypertrophic zone of the growth plate [31]. We therefore assessed the modulation of the UPR machinery in different zones by comparing entire growth plate microarrays (*Xbp1*^*Col2CreΔex2*^ vs *Xbp1*^WT^) against a dataset generated for the hypertrophic zone only (*Xbp1*^*Col2CreΔex2*(HZ)^ vs *Xbp1*^WT(HZ)^; GEO series accession number GSE72261).

Interestingly, both the hypertrophic zone alone and the full cartilage growth plate showed unique gene expression signatures upon removal of *Xbp1* (S3 Fig). For example, whilst *Pdia6* was decreased in both the hypertrophic zone and the full growth plate following XBP1 ablation, the genes encoding other aggregation-specific chaperones such as *Cryab*, *Dnaja4*, *Hspa1l* and *Hspa8* were decreased in chondrocytes from the whole growth plate, but not in hypertrophic zone chondrocytes alone, suggesting differentiation-state dependent XBP1 modulation. In contrast, ATF6 signalling appeared to be affected by the deletion of XBP1 in both the whole growth plate and the hypertrophic zone alone. 

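In whole cartilage, *Hspa1l*, a gene of the HSP70 family, was 9.53-fold lower and *Dnaja4* 2.19-fold lower in XBP1 null compared to wild type chondrocytes. *Pdia6* was 1.13-fold lower on its brightest probe set and 5.10-fold lower on its other one. Of the 10 chaperone genes the paper names for folding or aggregation, all were lower by some amount and 3 by over 1.5-fold (median log2 difference -0.30, percentile 0.1 of the random lists), on genes the authors chose on these arrays. Arrays of the hypertrophic zone were not analysed here.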

In the hypertrophic zone this resulted in an upregulation of the more stable, but weaker activator ATF6ß, whereas the full growth plate analysis showed an increase in ATF6ɑ and no change in ATF6ß, potentially indicating a decrease in ATF6ß in the proliferative zone and a differentiation-state dependent modulation of ATF6 signalling.

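In whole cartilage, *Atf6*, which encodes the ER stress sensor ATF6α, was 2.73-fold higher in XBP1 null compared to wild type chondrocytes, and *Atf6b* was 1.11-fold lower, with a signal of 263 in wild type. Arrays of the hypertrophic zone were not analysed here.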

We then compared the microarray data generated using hypertrophic chondrocytes from the MCDS mice [36] with the microarray data of chondrocytes from the EDM5 mice to determine the cellular response to the retention and aggregation of mutant protein (S3 Fig). 586 differentially expressed genes were shared between the MCDS (*Col10a1*^*N617K*^ vs. *Col10a1*^WT^) and EDM5 (*Matn3*^V194D^ vs. *Matn3*^WT^) cartilage. 136 genes were upregulated in both mice and the main GO term for these was “ER response” and included the following genes, *Atf5*, *Atf6*, *Creld2*, *Derl3*, *Dnajc3*, *Hsp90b1* (*Grp94*), *Hyou1*, *Manf*, *Pdia3*, *Pdia4*, *Trib3* and *Xbp1*. Of these genes *Creld2*, *Dnajc3* and *Hyou1* appeared to be controlled by XBP1 under ER stress as suggested by their downregulation in the *Xbp1*^*Col2Δex2*^ *Matn3*^V194D^ vs. *Xbp1*^WT^ *Matn3*^V194D^ comparison. In contrast, *Atf5*, *Derl3*, *Hsp90b1*, *Manf* and *Pdia4* were all upregulated or unchanged in *Xbp1*^*Col2Δex2*^ *Matn3*^V194D^ vs. *Xbp1*^*Col2Δex2*^ and in *Xbp1*^WT^ *Matn3*^V194D^ vs. *Xbp1*^WT^ comparisons, indicating an XBP1-independent effect of mutant protein misfolding/aggregation. 

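In *Matn3* mutant chondrocytes, *Derl3* had a signal of 472, against 18.7 in wild type, 10.3 in XBP1 null and 356 in double mutant chondrocytes. *Atf5*, which encodes a transcription factor of the stress response, had 448, 903, 1533 and 1819 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes, and *Atf6* 187, 509.5, 438 and 405. *Trib3* had 1099, 2341, 2437 and 2793 and *Manf*, which encodes a secreted ER stress protein, 5125, 5548, 10927 and 10461 in the same order. The *Col10a1* mutant arrays of the MCDS model were not analysed here.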

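*Creld2*, which encodes an ER protein with disulphide isomerase activity, had signals of 1645, 1509, 4667 and 2009 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes. *Dnajc3*, which encodes the ER cochaperone p58IPK, had 2109, 1769, 3525 and 2102 in the same order, and *Hyou1* 273, 257, 1022 and 615. All 5 probe sets of *Dnajc3* were lower in the double mutant than in the *Matn3* mutant, from 1.20-fold to 1.68-fold.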

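*Derl3* was 34.5-fold higher in the double mutant compared to XBP1 null cartilage, *Pdia4* 2.58-fold higher, *Atf5* 2.02-fold higher, *Manf* 1.89-fold higher and *Hsp90b1* 1.83-fold higher. In the *Matn3* mutant compared to wild type, *Derl3* was 25.2-fold higher and *Atf5* 3.42-fold higher, and in the double mutant compared to the *Matn3* mutant *Atf5* was 1.19-fold higher, *Derl3* 1.33-fold lower, *Pdia4* 1.09-fold lower, *Hsp90b1* 1.05-fold higher and *Manf* 1.04-fold lower.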

Interestingly, several of these genes have previously been shown to be downstream of ATF6 signalling ([34]; Table 1). 

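In *Matn3* mutant compared to wild type chondrocytes, *Foxa2*, which encodes a forkhead factor of hypertrophic chondrocytes, was 2.87-fold lower, *Cebpd*, which encodes a C/EBP transcription factor, 2.37-fold lower on its brightest probe set and 2.11-fold higher on a much dimmer one, and *Deaf1* 2.29-fold lower. *Kazald1*, a gene of the family of binding proteins for insulin-like growth factors, was 2.06-fold lower, *Bcan*, which encodes the proteoglycan brevican, 1.94-fold lower, and *Crlf3* 1.78-fold lower. *Sox4* was 1.22-fold lower on its brightest probe set, whose signal in wild type was 2512, and 2.29-fold lower and 2.99-fold lower on the next brightest, whose signals were 419 and 405.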

169 genes were downregulated in both comparisons and the top GO term for these was “skeletal development”, including genes such as *Alpl*, *Bcan*, *Cebpd*, *Col1a1*, *Crlf3*, *Deaf1*, *Foxa2*, *Ibsp*, *Kazald1*, *Mmp14*, *Nog*, *Smo* and *Sox4*. Many of these represent a delay in terminal differentiation, which could explain the phenotype of short-limbed dwarfism in both mouse models. 

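*Hsph1*, which encodes the cytosolic chaperone HSP105, had signals of 10788 in wild type and 7695 in *Matn3* mutant chondrocytes on its brightest probe set, and of 8139 and 4028 on the other. *Ahsa1*, which encodes an activator of HSP90, had 1554 and 935, a difference of 1.66-fold, and *Hsp90aa1* had 15468 and 13484.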

ER stress related genes that were differentially expressed between the two models included *Ahsa1*, *Cryab*, *Hspa8*, *Hsp90aa1* and *Hsph1*, all of which were downregulated in *Matn3* mutant (*Matn3*^V194D^ vs. *Matn3*^WT^) cartilage and upregulated in the *Col10a1* mutant (*Col10a1*^*N617K*^ vs. *Col10a1*^WT^) comparison. These were downregulated in mice expressing mutant matrilin-3 in both the presence and absence of XBP1, but were further downregulated upon ablation of *Xbp1* indicating that they are ER-stress responsive and XBP1-dependent. Moreover, the transcriptomic comparison of EDM5 and MCDS growth plate chondrocytes suggested specific involvement of ATF6 and XBP1 signalling pathways in the UPR responses in the EDM5 mouse model, and an ATF6 and PERK-specific response in the MCDS cartilage (Table 1).

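In the double mutant compared to the *Matn3* mutant, *Hsph1* was 2.55-fold lower, *Cryab* 1.93-fold lower and *Hsp90aa1* 1.24-fold lower on its brightest probe set and 1.75-fold lower on another. *Ahsa1* was 1.10-fold higher on its brightest probe set and 2.62-fold lower on its other one, and *Hspa8* was 1.06-fold higher and 2.03-fold lower on its brightest probe set and on the one that differed most. Compared to XBP1 null cartilage, *Hsph1* in the double mutant was 3.21-fold lower, *Cryab* 3.09-fold lower and *Ahsa1* 1.31-fold lower. A dim probe set of *Cryab* was 1.22-fold higher and 1.67-fold higher in these comparisons. Of the 10 chaperone genes the paper names for folding or aggregation, 4 were over 1.5-fold lower in the double mutant compared to the *Matn3* mutant and none was higher (median log2 difference -0.53), on genes the authors chose on these arrays. Of 26 genes of the cytosolic heat shock response, 5 were lower and 1 was higher (median -0.26, percentile 0 of the random lists).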

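In *Matn3* mutant compared to wild type chondrocytes, the 3 genes that Table 1 gives as ATF6 or PERK targets were all over 1.5-fold higher (median log2 difference 1.19), as were 4 of 5 XBP1 or ATF6 targets (median 0.90), 3 of 5 XBP1 targets (median 0.68) and 2 of 3 ATF6 targets (median 0.63). Of 6 PERK targets 1 was higher, *Hspa9*, which encodes a mitochondrial HSP70, at 1.78-fold higher (median 0.14), and of 7 genes of joint ATF6 and XBP1 control 2 were (median 0.35). Without XBP1, in the double mutant compared to the *Matn3* mutant, 3 of the XBP1 or ATF6 targets were over 1.5-fold lower, *Creld2*, *Dnajc3* and *Hyou1*, and 2 of the XBP1 targets, *Abcb1a* and *Hao1*, with medians of -0.73 and -0.23. The medians of the other groups in that comparison were -0.12 for ATF6 or PERK targets, -0.14 for ATF6 targets, 0.24 for PERK targets and -0.07 for genes of joint control. In XBP1 null compared to wild type cartilage, 2 of the 5 XBP1 targets were over 1.5-fold higher and none was lower by that much. These were the same genes, *Hao1* at 7.99-fold higher and *Abcb1a* at 3.23-fold higher, opposite to their direction on the mutant background. The PERK targets of Table 1 *Ddit3*, which encodes the transcription factor CHOP, and *Herpud1* had signals of 7047 and 7947 in wild type and 7053 and 9694 in the *Matn3* mutant, and the other probe set of *Ddit3* was 2.29-fold lower. *Ugt1a1*, which shares its probe sets with other genes, was not analysed here; of the 25 fold changes that Table 1 gives for the other genes in these comparisons, 17 passed 1.5-fold in the same direction on the brightest probe set and 25 on at least 1 probe set, and 29 of the 33 entries given as not significant were within 1.5-fold on the brightest probe set. The probe set that passed could differ between the comparisons of a gene. For *Pdia6*, the probe set 1.86-fold lower in the double mutant compared to the *Matn3* mutant was also 1.59-fold lower in the *Matn3* mutant compared to wild type. Its brightest probe set was 1.61-fold higher in the latter comparison and 1.07-fold lower in the former. Table 1 gives representative target genes with cited sources, and does not state whether they were chosen on these arrays. Its fold changes come from these arrays, so the counts of its entries are not independent evidence. The MCDS arrays were not analysed here.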

**Table 1:** A table summarising microarray data of the differential expression of representative IRE1ɑ (XBP1), ATF6 and PERK target genes [34, 37–40] in the EDM5 and MCDS models, and in EDM5 upon removal of XBP1 (EDM5/X). n.s. = not significant.

**Xbp1 target genes**	**EDM5**	**EDM5/X**	**MCDS**
*Abcb1a*	4.57	-3.19	n.s.
*Edem3*	n.s.	-2.28	2.64
*Hao1*	16.67	-2.60	n.s.
*Pdia6*	1.60	-1.86	4.93
*Pex11a*	1.62	-1.99	n.s.
*Ugt1a1*	1.90	-3.47	n.s.
**ATF6 target genes**	**EDM5**	**EDM5/X**	**MCDS**
*Canx*	1.86	n.s.	1.87
*Derl3*	25.20	n.s.	19.7
*Ero1l*	1.86	n.s.	8.57
**PERK target genes**	**EDM5**	**EDM5/X**	**MCDS**
*Ddit3*	-2.28	n.s.	24.25
*Fads3*	n.s.	n.s.	3.25
*Herpud1*	n.s.	n.s.	4.59
*Hspa9*	n.s.	n.s.	5.28
*Leprotl1*	n.s.	n.s.	3.48
*Steap1*	n.s.	n.s.	12.99
**Genes downstream of ATF6 and/or PERK**	**EDM5**	**EDM5/X**	**MCDS**
*Manf*	2.13	n.s.	3.03
*Pdia3*	2.28	n.s.	2
*Pdia4*	2.52	n.s.	16
**Genes downstream of Xbp1 and/or ATF6**	**EDM5**	**EDM5/X**	**MCDS**
*Creld2*	2.84	-2.32	7.46
*Dnajc3*	3.98	-1.52	3.73
*Grp94*	1.86	n.s.	9.85
*Hyou1*	3.74	-1.66	4.59
*Xbp1*	2.07	-1.64	2.82
**Genes downstream of synergy of ATF6 and Xbp1**	**EDM5**	**EDM5/X**	**MCDS**
*Derl1*	n.s.	n.s.	4.59
*Derl2*	n.s.	n.s.	1.51
*Edem1*	n.s.	n.s.	2.83
*Edem2*	n.s.	n.s.	n.s.
*Sel1l*	n.s.	n.s.	4.59
*Syvn1*	n.s.	n.s.	3.03
*Vcp*	n.s.	n.s.	1.51

In order to further confirm the lack of PERK involvement in EDM5 pathobiology, the UPR data obtained from the microarray analysis were verified by quantitative real-time RT-PCR analysis of *Ire1*, *Atf6*, *Perk* (Fig 7A). Interestingly, the expression levels of *Ire1* and *Perk* were unchanged in all genotypes analysed, when compared to the wild type controls. Western blotting of total cartilage homogenates was used to verify the protein levels of IRE1, ATF6 and PERK (Fig 7B and 7C). Individual blots and loading controls are shown in S4 Fig. The results of densitometry analysis of the Western blots corresponded to the qPCR data and showed no difference in PERK and IRE1 protein levels across the genotypes, and an increase in ATF6 protein levels in EDM5 cartilage (1.7 fold), with a corresponding 1.4 fold increase in the amount of the active (cleaved) ATF6, further confirming the activation of the ATF6 signalling branch of the UPR in EDM5 tissue. ATF6 protein levels were also elevated in EDM5 cartilage lacking XBP1 (2.5 fold) when compared to wild type controls but were not statistically different when compared to EDM5 samples.

**Fig 7:**
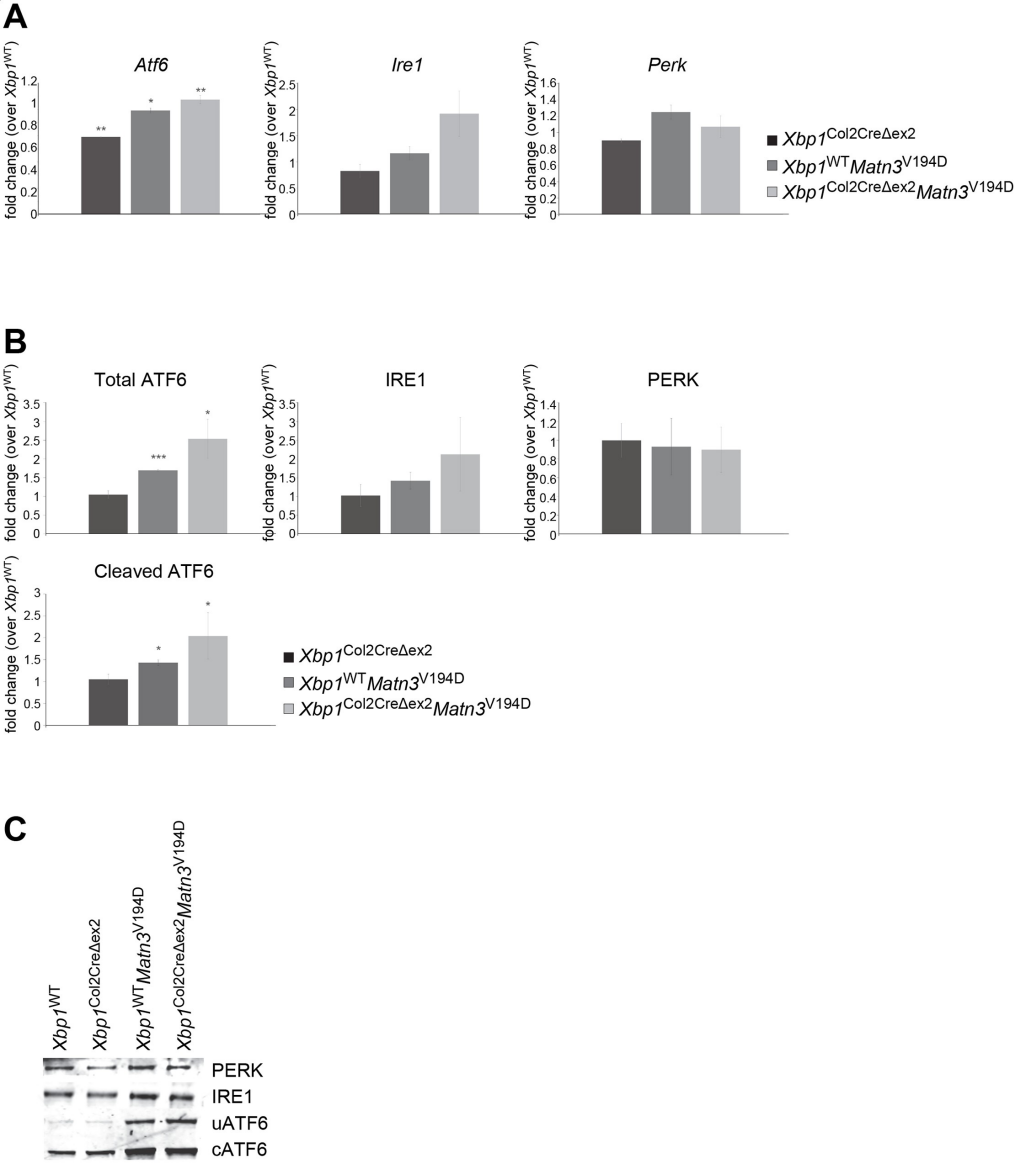
(A) Real time RT-qPCR data verifying expression levels of *Atf6*, *Ire1* and *Perk* using mRNA extracted from 5 day old chondrocytes (n = 3, Student t-test). No detectable changes in *Perk* expression confirm lack of involvement of the PERK signalling pathway in EDM5 pathobiology. (B) Densitometry measurement of 3 biological replicates of Western blotting for ATF6, IRE1 and PERK, showing no difference in IRE1 and PERK protein levels in EDM5 cartilage with or without XBP1. Interestingly, the amount of total and active (cleaved) ATF6 was dramatically increased in EDM5 cartilage compared to wild type controls and upon further XBP1 deletion. (C) Representative Western blotting images. Key: * P<0.05, ** P<0.01, *** P<0.001, scale bar 100μm.

We also assessed the expression levels of selected downstream targets of the IRE1, ATF6 and PERK signalling branches of the UPR in mRNA isolated from primary chondrocytes extracted from cartilage (Fig 8A). These genes included *Pdia6* (downstream of *Xbp1*), *Creld2* (regulated by *Atf6* and *Xbp1*), *Derl1* (downstream of synergistic actions of *Xbp1* and *Atf6*), *Grp94* (downstream of *Atf6*), *Manf* (regulated by *Atf6* and *Perk*), and *Ddit3* (downstream of *Perk*). Interestingly, whilst the levels of *Xbp1* and *Atf6* effectors were increased (*Creld2* 2.2-fold, *Grp94* 5.1 fold, *Manf* 1.6 fold, *Pdia6* 1.7 fold), the levels of *Perk* and of *Ddit3*, a pro-apoptotic gene specifically regulated by PERK, were not changed in the EDM5 tissues, further confirming the specific ATF6 and XBP1 involvement in EDM5 pathobiology. In addition, genes that are regulated or co-regulated by *Xbp1* (*Creld2*, *Derl1*, *Pdia6*) were downregulated in EDM5 chondrocytes upon XBP1 removal, whereas genes downstream of *Atf6* (*Grp94*, *Manf*) and *Perk* (*Ddit3*) were unchanged, further confirming our hypothesis. Moreover, Western blotting of total cartilage homogenates was used to verify the protein levels of PDIA6 (downstream of IRE1/XBP1), and CHOP (DDIT3) and ATF4 (both downstream of PERK), in *Xbp1*^WT^, *Xbp1*^WT^ *Matn3*^V194D^, *Xbp1*^*Col2Δex2*^ and *Xbp1*^*Col2Δex2*^ *Matn3*^V194D^ cartilage (Fig 8B). The results of densitometry analysis of the Western blots were consistent with the expression levels seen in the mRNA analysis and showed a 2.3 fold increase in PDIA6 levels in EDM5 cartilage and a decrease to wild type levels upon XBP1 deletion. Moreover, the densitometry analysis further confirmed the lack of involvement of the PERK branch of the UPR in the EDM5 disease signature and showed suppression of PERK mediated signals (both ATF4 and CHOP protein levels were decreased in EDM5 cartilage, 0.8 and 0.4 fold, respectively). Changes in the expression levels of ATF6/XBP1 regulated chaperone CRELD2, aggregation-related chaperone protein PDIA6 and proliferation regulator p58^IPK^ (DNAJC3) were further verified in wild type and mutant cartilage growth plates by immunohistochemistry (Fig 8C). All three of these effectors were upregulated in the p.V194D *Matn3* mutant cartilage and decreased upon deletion of XBP1, indicating XBP1-dependence of EDM5 UPR signalling. Interestingly, p58IPK has been shown to dampen PERK signalling and attenuate eIF2ɑ phosphorylation [40, 41]. Moreover, it has been shown that PERK can modulate *Xbp1* expression and splicing in response to mutant protein aggregation [42, 43]. This effect of PERK signal on IRE1ɑ activity and splicing of *Xbp1* can be evidenced by a decreased ratio of alternatively spliced *Xbp1* (*Xbp1*^s^) to unspliced *Xbp1* (*Xbp1*^u^) in the EDM5 compared to the MCDS chondrocytes (S3 Fig).

**Fig 8:**
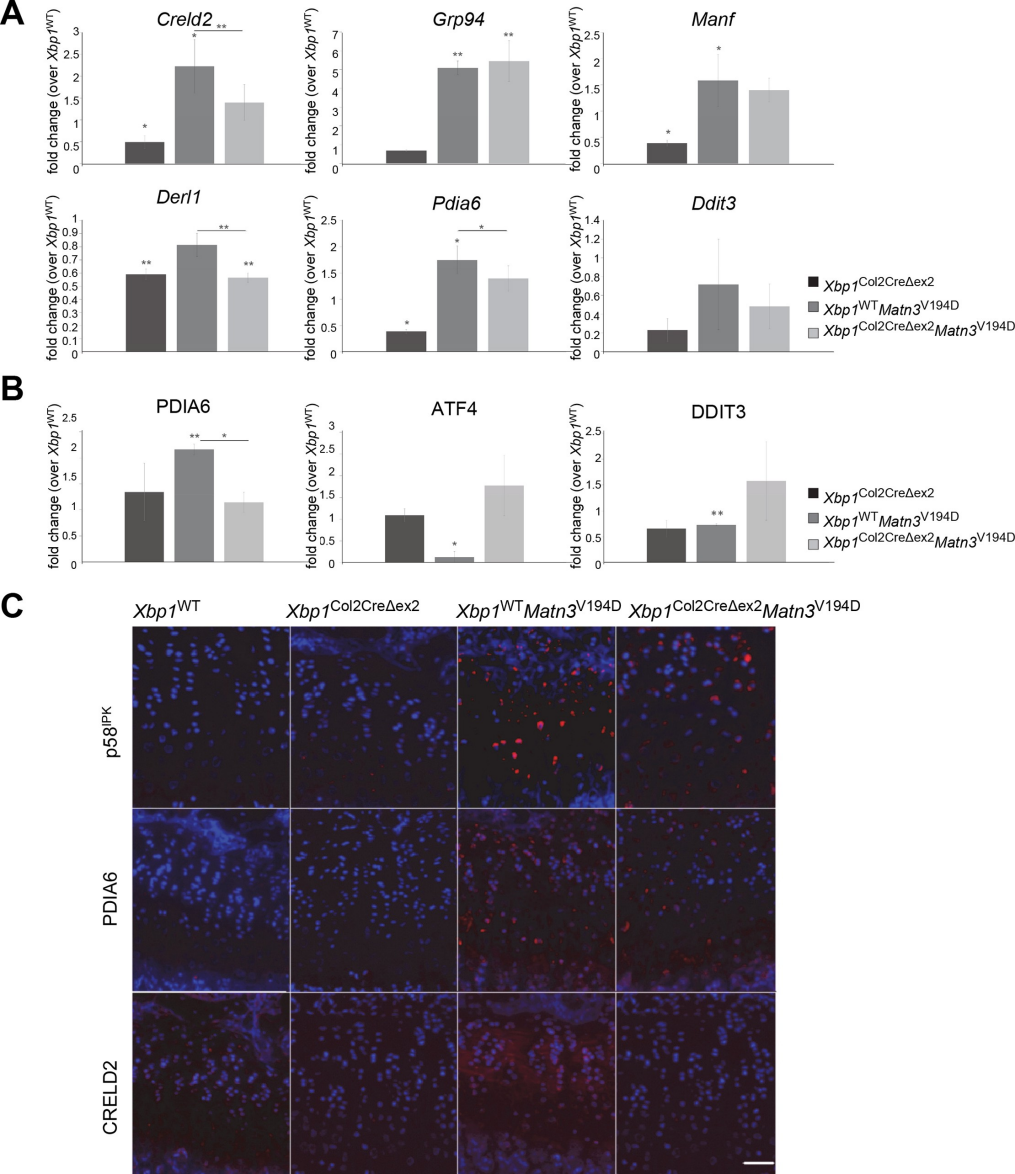
(A) Real time RT-qPCR of genes downstream of XBP1, XBP1/ATF6 and PERK signalling. *Creld2*, *Derl1* and *Pdia6* (downstream of XBP1) follow an XBP1 dependent pattern of expression, and are upregulated in EDM5 cartilage and decreased upon deletion of XBP1. *Grp94* and *Manf* (downstream of ATF6 and/or XBP1) appear to be ATF6-dependent in EDM5 cartilage and are not affected by lack of XBP1 in *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ tissue. The mRNA levels of *Ddit3* (*Chop*), a downstream effector of PERK, are not changed in any of the mouse lines analysed. (B) Densitometry measurement of 3 independent biological replicates of Western blotting for PDIA6 (downstream of XBP1), and ATF4 and DDIT3 (CHOP) (both downstream of PERK), showing a decrease in PERK effector levels in EDM5 cartilage. (C) Immunohistochemical staining of 3 week old cartilage growth plates showing a decrease in p58^IPK^, PDIA6 and CRELD2 staining (red) upon XBP1 deletion in the EDM5 cartilage. DAPI (blue) was used as a counterstain (blue). Key: * P<0.05, ** P<0.01, scale bar 100μm.

## Discussion

The IRE1ɑ/XBP1 signalling branch is the most conserved branch of the UPR, essential in cellular response to the accumulation of misfolded proteins by regulating chaperone protein expression and ER-associated protein degradation (ERAD). Most likely due to the high protein secretory burden of chondrocytes and osteoblasts and the need for robust ER machinery during long bone growth [44, 45], this pathway is also important for skeletal development and was shown to regulate osteoblast differentiation *in vitro* [44] and chondrocyte proliferation and bone mineralisation *in vivo* [21]. XBP1 is the main effector of the pathway and *Xbp1* gene is non-conventionally spliced by autophosphorylated IRE1ɑ following its dissociation from the main UPR sensor BiP. The spliced form (XBP1s) then translocates to the nucleus to act as a transcription factor and activates genes encoding chaperones and ERAD components [7]. The unspliced form (XBP1u) has a shorter half-life and can shuttle between the nucleus and the cytoplasm where it can aid in proteasomal degradation of XBP1s protein and/or the active form of ATF6 thereby acting as a regulator of UPR signalling [46, 47].

Xbp1s mRNA has been identified in the ‘disease signature’ of many conditions resulting from the ER retention of misfolded mutant protein [34] and in particular several diseases characterised by the formation of insoluble intracellular aggregates such as type II diabetes [20], Alzheimer’s disease [17, 35], Huntington’s disease [18, 19], metaphyseal chondrodysplasia type Schmidt (MCDS) [6, 36] and matrilin-3 related multiple epiphyseal dysplasia (EDM5) [5, 33], suggesting XBP1-dependent modulation of ER stress in these conditions. More specifically, it has previously been shown that MCDS and EDM5 share a common disease signature consistent with a classical UPR and defined by an upregulation of ATF6, alternative splicing of *Xbp1* and an increase in *Canx*, *Creld2*, *Derl3*, *Dnajc3*, *Hyou1*, *Manf*, *Pdia3*, *Pdia4*, *Pdia6* and *Xbp1* gene expression [32]. It was therefore surprising that deletion of XBP1 in chondrocytes of a MCDS mouse model had no effect on the severity of the skeletal phenotype [31]. In contrast, deleting XBP1 from chondrocytes in the mouse model of EDM5 resulted in a dramatic increase in disease severity with significantly shorter limbs, deformed ribcages, severely disrupted cartilage growth plates and increased retention of mutant matrilin-3, suggesting an important role for XBP1 in response to abnormal protein aggregation in proliferating chondrocytes. Chaperone proteins involved in the processing of insoluble intracellular aggregates and already decreased in EDM5 chondrocytes (such as CRYAB, DNAJA1, DNAJA4, HSP1L and HSPA8), were further decreased following the deletion of XBP1. Interestingly, several of these were differentially expressed between the MCDS and EDM5 mice, indicating that the differentiation state of certain cells can influence their response to aggregation of mutant misfolded protein [36]. Moreover, several genes pertaining to proteasomal degradation (*Derl1*, *Derl2*, *Edem1*, *Edem3*) and autophagy (*Atg2b*, *Atg4b*, *Atg5*, *Atg10*, *Atg12*, *Atg13*) were upregulated in MCDS chondrocytes, but not EDM5 chondrocytes, indicating that despite toxic protein aggregation MCDS chondrocytes were able to upregulate crucial components of the degradation machinery. Interestingly, a recent study showed that the proteasomal and autophagy inducer carbamazepine can enhance these responses and reduce the intracellular retention of mutant collagen X and restore long bone growth in MCDS mice [48].

The differences in the response to prolonged/chronic ER stress between proliferative and hypertrophic chondrocytes might stem from differentiation-specific variances in the basal levels of the three canonical ER stress pathways in the different zones of the cartilage growth plate. In physiological conditions the levels of ATF6ɑ and PERK are increased in hypertrophic chondrocytes compared to proliferative chondrocytes, whilst IRE1ɑ signalling appears more important in the proliferative zone of the growth plate (Fig 9A, [36, 49, 50]). It has been shown that the deletion of the ɑ or the ß isoform of ATF6 differentially affects the cartilage growth plate both in physiological conditions and following disease-associated ER stress, further confirming a modulation of the UPR through the differentiation state of a chondrocyte [51]. Interestingly, the levels of XBP1 are also increased in chondrocytes of the normal hypertrophic zone, potentially due to upregulated ATF6 signalling associated with hypertrophy [52, 53]. It is therefore not surprising that upon the induction of ER stress, ATF6ɑ and PERK were further upregulated in the hypertrophic MCDS chondrocytes. *Xbp1* expression was induced in the hypertrophic cells of MCDS mice and *Xbp1* was alternatively spliced, although the levels of IRE1ɑ did not increase (Fig 9A and 9B, [36]). Expression of genes downstream of ATF6 (including *Xbp1* [54]) and PERK (*Ddit3*, *Cebpb*), as well as the expression of ERAD genes requiring the synergy of XBP1s and ATF6 signalling were upregulated in *Col10a1*^*N617K*^ mice (Table 1, [55]). However, this was not sufficient in itself to trigger the ERAD pathway as evidenced by the increased intracellular retention of type X collagen in MCDS chondrocytes and the observation that MCDS mice lacking *Xbp1* showed no increase in disease severity [31].

**Fig 9:**
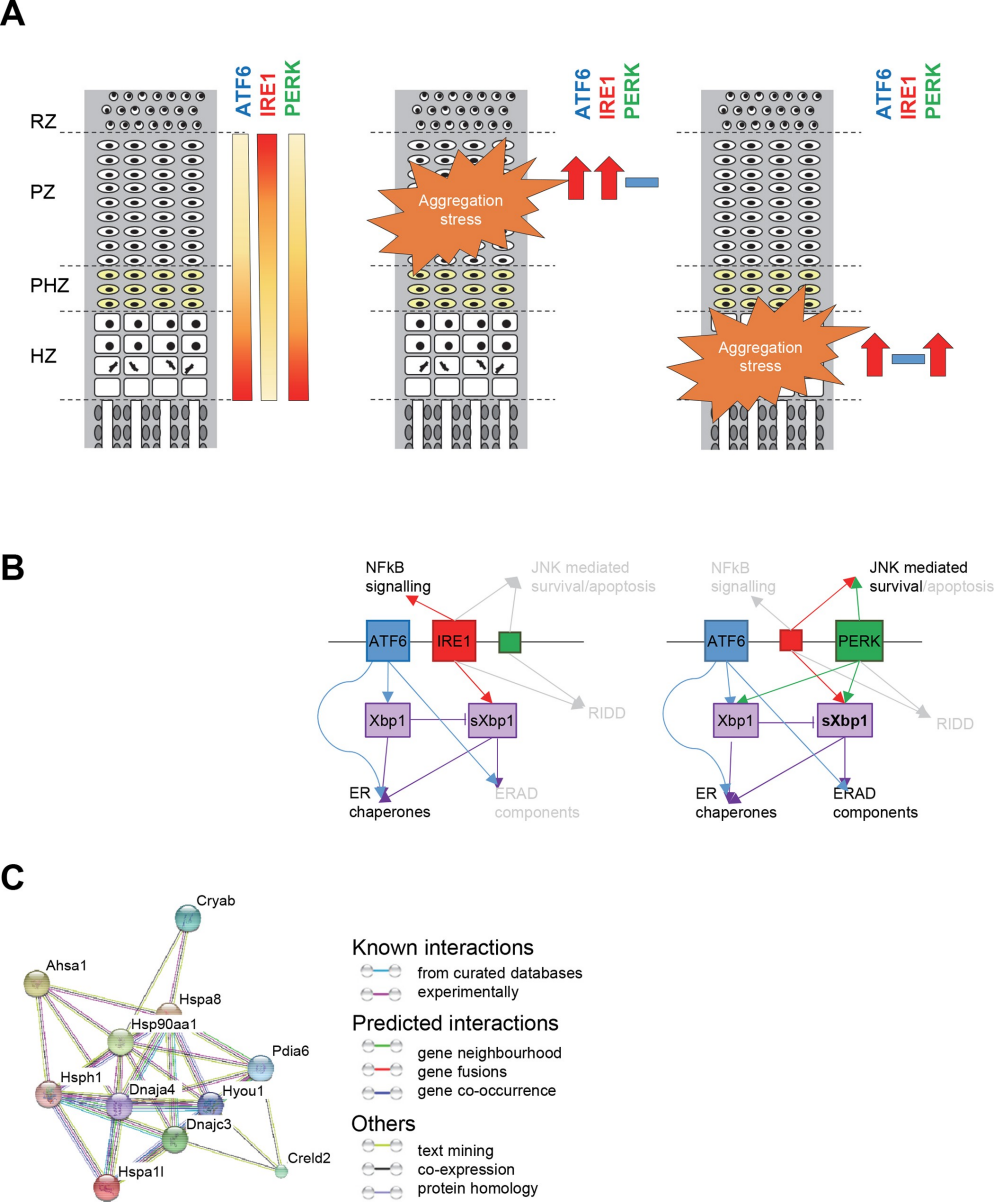
(A) Schematic explaining the basal levels of expression of the UPR sensors in the different zones of the cartilage growth plate and their differential expression upon the protein aggregation insult. (B) A schematic presenting the cross-talk of the UPR signalling branches upon misfolded protein aggregation in the proliferative (EDM5) and hypertrophic (MCDS) zones. (C) STRING visualisation of XBP1 modulated genes differentially expressed in the 5 day old EDM5 cartilage compared to the wild type control showing the postulated “aggregosome”.

In contrast, ER/cell stress induced by the aggregation of misfolded mutant matrilin-3 protein in proliferative chondrocytes of EDM5 mice resulted in upregulation of *Atf6a*, and upregulation of protein levels of ATF6 and its downstream effectors (GRP94, MANF). Expression level of *Ern1* (gene encoding IRE1ɑ) was not changed in EDM5 cartilage; however, the IRE1ɑ activity was enhanced, as evidenced by increased Xbp1 splicing and upregulation of XBP1 effectors (CRELD2, PDIA6). Interestingly, the levels of PERK and its downstream targets (ATF4, DDIT3) were not increased in EDM5 cartilage. ATF6 and XBP1 can form heterodimers and several UPR effectors can be modulated by either XBP1 or ATF6 or only by the actions of both [37, 55]. Interestingly, the expression of *Dnajc3*, which is downstream of XBP1 and ATF6, was increased in EDM5 chondrocytes and potentially further dampened PERK signalling [40, 41], as evidenced by a decrease in protein levels of PERK downstream effectors, ATF4 and DDIT3 in EDM5 cartilage. We therefore hypothesise that the UPR response in chondrocytes of the proliferative zone is primarily due to interplay between ATF6 and IRE1ɑ signalling and is not influenced by PERK. Therefore, the interplay between the XBP1 and ATF6 signalling is crucial for the pathobiology of aggregation-related diseases and that the modulation of the XBP1 pathway may present a promising therapeutic target.

The potential role of PERK modulation of *Xbp1* expression and *Xbp1* splicing in response to mutant protein aggregation in hypertrophic cells is an interesting aspect that requires further investigation [42, 43]. The effect of PERK signalling on IRE1ɑ activity and splicing of *Xbp1* can be evidenced by a decreased ratio of *Xbp1*^s^:*Xbp1*^u^ in the EDM5 compared to the MCDS chondrocytes. It is therefore interesting to speculate that inducing the upregulation of PERK signalling in EDM5 chondrocytes may lead to a preferential upregulation of XBP1-dependent ERAD or autophagy [43]. The upregulation of many ERAD and autophagy components in the MCDS cartilage, and the ability of carbamazepine to induce degradation of mutant collagen X, may also be a result of the hypertrophic chondrocytes being “ERAD primed” through their differentiation process (Fig 9B, [36, 56, 57]).

Several of the XBP1-dependent genes identified in our EDM5 study play a role in an intracellular pathway for the removal of xenobiotics and lipophilic substances. In particular *Abcb1*, *Ugta1a1* and *Hao1* were upregulated in the EDM5 chondrocytes and downregulated upon removal of *Xbp1*, indicating an alternative XBP1-dependent pathway triggered by the aggregation of mutant protein. STRING visualisation of the UPR genes differentially expressed in EDM5 cartilage and modulated by XBP1 reveals a potential experimentally supported “aggregosome” (Fig 9C). Interestingly, this disease signature is similar to Alzheimer’s disease (AD) models with intracellular retention of amyloid-like deposits. Specifically, *Creld2*, *Dnajc3*, *Manf*, *Pdia3* and *Pdia6* are upregulated both in EDM5 and in AD, and *Cryab*, *Dnaja4* and *Hsph1* are downregulated in both conditions whilst ERAD components are not affected [58]. CRYAB and HSPH1 are both chaperone proteins that prevent aggregation of mutant proteins and defects in CRYAB have been associated with Huntington’s disease and Alzheimer’s disease, where its levels decrease in age-dependent manner [59–61]. It is therefore interesting to speculate that these two chaperones could represent potential therapeutic targets for EDM5 and other protein aggregation related diseases. In fact, overexpression of CRYAB in a mouse model of Huntington’s disease was shown to be neuroprotective and reduced the size of aggregate inclusions in the affected brains [62].

Finally, a polymorphism in the *Xbp1* promoter is one of the risk factors for Alzheimer’s disease [17] and the pathobiology of protein aggregation conditions such as Alzheimer’s and Huntington’s disease can be regulated via a modulation of the IRE1ɑ-XBP1 branch of the UPR [18, 19, 35]. Our data suggests that the pathobiology of EDM5 is governed by the tight regulation between the IRE1ɑ and ATF6 signalling and a balance between the spliced and unspliced forms of *Xbp1*. It is therefore interesting to speculate that modifying the XBP1 signalling pathway via chemical or genetic intervention might present a therapeutic avenue for a broader range of protein aggregation diseases, leading to an increase in ERAD or autophagy, or an increased sensitivity to degradation-inducing therapies such as carbamazepine treatment. Several studies in normal cells, cancer and disease models have previously identified chemicals that activate or block the RNAse and/or kinase activity of IRE1ɑ and modulate the *Xbp1*^s^:*Xbp1*^u^ ratio as potential therapeutic modifiers of the IRE1ɑ/XBP1 signalling pathway [63–66]. This study further confirms the importance of this pathway in degradation of insoluble intracellular aggregates and offers a novel therapeutic avenue that could be applicable to a broader range of aggregation conditions.

## Materials and methods

### Generation of mouse lines

*Xbp1*^WT^ *Matn3*^V194D^ mice [33] were crossed with *Xbp1*^*Col2CreΔex2*^ mice [21] in which Xbp1 mRNA is inactivated by the Col2a1 promoter-driven Cre recombinase-mediated deletion of exon 2 to generate the compound mutant mouse line, *Xbp1*^*Col2CreΔex2*^ *Matn3*^V194D^. All the mice were generated on the C57BL6/J background to control for the background effects. Genotyping was performed as previously described and RT-PCR and sequencing were performed on cartilage RNA to confirm deletion of *Xbp1* exon 2 in mutant chondrocytes.

### Ethics statement

All experiments were approved by the University of Manchester Animal Ethical Review Group and performed in compliance with the Scientific Procedures Act of 1986 and the relevant Home Office (under PPL 40/2884 and PPL60/04525) and Institutional regulations governing animal breeding and handling.

### Bone measurements

Mice of different genotypes (>5 per age per genotype) were sacrificed at 3, 6 and 9 weeks of age and X-rayed using Faxitron MX-20 X-ray machine. The bones were measured using Fiji ImageJ platform (National Institutes of Health, Bethesda, Maryland, USA; [67]) and one way ANOVA and Student t-test were applied for statistical analysis.

### Histology and immunohistochemistry

Mice were sacrificed at 3 weeks of age, hindlimbs were dissected and fixed in either PFA (histology) or 95% ethanol 5% acetic acid (immunohistochemistry) for 48h in 4^°^C. The limbs were then decalcified in 20% EDTA pH 7.4 over 2 weeks, wax embedded and cut into 6μm sections. Haematoxylin/eosin (H&E) staining was used to visualise the general morphology of the tissue, using the automated Thermo Shandon stainer.

Immunohistochemistry and BrdU labelling (measurement of cell proliferation) were performed as described previously [30]. Primary antibodies were used at a dilution of 1:500 (ER stress: BiP, GRP94 and CRELD2 from R&D Systems; PDIA6 from Abcam, p58IPK from Santa Cruz Biotechnology; ECM: type I collagen, type II collagen from Abcam; matrilin-3 from R&D Systems; type X collagen [68]). BrdU labelled cells were counted using the Watershed algorithm on the Fiji ImageJ platform (National Institutes of Health, Bethesda, Maryland, USA; [67]) and presented as percentage of total cells in the proliferative zone and On-Way ANOVA was used for statistical analysis of data.

### TUNEL assay

TUNEL assay was performed on PFA fixed sections of 3 week old limbs using the Promega Dead-End Fluorimetric Kit as previously [33]. The samples were unmasked using citric buffer boil instead of proteinase K unmasking, which can generate false positives [69]. Positive cells labelled with FITC were counted using the Watershed algorithm on Fiji ImageJ platform (National Institutes of Health, Bethesda, Maryland, USA; [67]) and presented as percentage of all (DAPI stained) cells in selected zones of the growth plate. One-Way ANOVA was used for statistical analysis of the data.

### Isolation of costal chondrocytes

Costal chondrocytes were isolated from pooled litters of 5 day-old mice as described previously [5]. For RNA analysis, the cell pellet was resuspended in TRIzol reagent (Invitrogen), flash frozen and stored at -80^°^C until RNA extraction. For protein analysis, chondrocyte aliquots of 1.5 x 10^5^ cells were re-suspended in SDS loading buffer and frozen at -20^°^C until analysis.

### Microarray analysis of rib chondrocytes

RNA was extracted from isolated chondrocytes using Trizol reagent, according to the manufacturer’s protocol (Life Technologies). Wild type and mutant RNA was pooled from 3 separate extractions, and the submitted to the Genomic Technologies Core Facility, University of Manchester for analysis. RNA integrity was analysed on the 2100 Bioanalyser (Agilent Technologies). A GeneChip 3’ expression assay (Mouse430_2 Affymetrix) was used to analyse gene expression. Quality control checks for control hybridizations were performed using Microarray Suite 5. PPLR is an R package that detects differential gene expression by including probe-level measurement error and calculating the probability of positive log-ratio (PPLR). The differentially expressed (over 1.5 fold change, PPLR of 1.0 and 0.0) genes were subjected to functional annotation analysis using Database for Annotation, Visualisation and Integrated Discovery (DAVID) software [70, 71]. This analysis assigned significantly up/downregulated genes into structural, compartmental and functional-related clusters (GOTERMS). Pathway analysis of the significantly changed genes in the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^ microarray data was performed using the iPathwayGuide platform (Advaita Corp; http://www.advaitabio.com/ipathwayguide). This software analysis tool implements the Impact Analysis approach that takes into consideration the direction and type of all signals on a pathway [72].

### Data availability

The full datasets are available from the NCBI Gene Expression Omnibus (GEO), accession number GSE120308 (http://www.ncbi.nlm.nih.gov/geo/).

### Quantitative RT-PCR analysis of rib chondrocytes

Microarray data were verified by quantitative real time PCR. Briefly, First-strand cDNA was synthesised using random hexamer primers and the GoScript Reverse Transcriptase System (Promega), and qPCR was performed using the SYBR green PCR protocol (Applied Biosystems) on the Chromo4 real-time PCR system (Bio-Rad). Primer sequences are presented in S5 Table. Each experiment included ‘no template’ controls, was run in duplicate and had an 18S RNA control. Each independent experiment was repeated three times, and the results were analysed by independent-samples t-test.

### Western blotting of cartilage homogenates

Tissue homogenates were prepared by homogenising liquid nitrogen frozen 3 week old femoral head tissue in PBS using a microdismembranator for 2 min at 2,000rpm (Sartorius Ltd). Samples (30μg of total protein) were denatured at 95^°^C for 5 min in SDS-PAGE loading buffer containing 100 mM dithiotreitol (DTT. Proteins were separated by SDS-PAGE using Novex NuPAGE 4–12% Bis Tris precast gels in MES running buffer (Fisher Scientific) at 200 V for 60 minutes and electroblotted onto a nitrocellulose membrane for 1 hour at 30 V. Gel loading was assessed using REVERT Total Protein Stain (LI-COR Biosciences) according to manufacturer’s instructions. Membranes were blocked in 3% Milk in PBS-T, incubated with primary antibodies (1:100, ATF4 118155 (Cell Signalling Technology Inc.), ATF6 70B1413.1 (Enzo Life Sciences Inc.), DDIT3 ab11419, IRE1 ab37073, PDIA6 ab154820 (Abcam), PERK C33E10 (Cell Signalling Technology Inc.)) for 1 hour at room temperature, and probed with the appropriate LI-COR IRDye secondary antibody at a concentration of 1:5,000 for 1 hour. Blots were imaged on the LI-COR Odyssey CLx Imaging System. Densitometry quantification was performed using LI-COR proprietary software and verified by ImageJ. The densitometry data was normalised to the total protein stain to account for protein loading. The analysis was undertaken independently by two different researchers, the data was then normalised to wild type protein levels and statistically analysed

## Supporting information

S1 Fig X rays of one year old *Xbp1*^WT^ *Matn3*^V194D^ and *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ mice showing a striking limb deformity and rotation, potentially due to the pronounced hip dysplasia as well as the constricted bell shaped ribcage characteristic of the *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ line. (TIF) Click here for additional data file.

S2 Fig Fluorescence imaging of Congo Red staining of mouse growth plates at 3 weeks of age showing potential amyloid-like deposits in the *Xbp1*^WT^ *Matn3*^V194D^ and *Xbp1*^Col2CreΔex2^ *Matn3*^V194D^ cartilage but not rdw cartilage (positive control). Scale bar 100μm.
(TIF) Click here for additional data file.

S3 Fig (A) A heat map generated for top 200 upregulated (in red) and downregulated (in blue) probes in the *Matn3*^V194D^ vs *Matn3*^WT^ (EDM5) analysis showing a high percentage of XBP1-dependent genes (upregulated in the EDM5, downregulated in *Xbp1* null cartilage and in EDM5 lacking Xbp1). (B) Venn diagram analysis showing a comparison of all differentially expressed genes in the compared mouse models. (C) Venn diagram showing differential gene expression in the hypertrophic zone of *Xbp1*^Col2CreΔex2^ vs *Xbp1*^WT^ cartilage compared to the expression profile of the entire growth plate. (D) Venn diagram comparison of the differential gene expression between the MCD and EDM5 mouse models. (E) RT-PCR quantification of the relative levels of *Xbp1*^u^:*Xbp1*^s^ in 5 day old chondrocytes showing higher availability of the *Xbp1*^s^ in the MCDS mouse model compared to the EDM5 mouse (n = 3, Student t-test).
(TIF) Click here for additional data file.

S4 Fig (A) Total protein stain showing protein loading and individual Western blotting for ATF6, IRE1 and PERK on 3 independent biological replicates of whole femoral head cartilage homogenates at 3 weeks of age. B) Total protein stain showing protein loading and individual Western blotting for ATF4, DDIT3, and PDIA6 on 3 independent biological replicates of whole femoral cartilage homogenates at 3 weeks of age. Key: uATF6 –uncleaved ATF6, cATF6 –cleaved (active) ATF6 protein.
(TIF) Click here for additional data file.

S1 Table Significantly upregulated cell proliferation, migration and cellular response to ER stress genes in the *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ microarray comparison. (DOCX) Click here for additional data file.

S2 Table List of 57 genes (75 probes) significantly downregulated in the *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ comparison and further downregulated in the *Xbp1*^*Col2CreΔex2*^ *Matn3*^*V194D*^ vs *Xbp1*^WT^ *Matn3*^V194D^ comparison. (DOCX) Click here for additional data file.

S3 Table 150 genes significantly upregulated in the *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ analysis and downregulated upon removal of Xbp1 (*Xbp1*^*Col2CreΔex2*^ *Matn3*^*V194D*^ vs *Xbp1*^WT^ *Matn3*^V194D^). (DOCX) Click here for additional data file.

S4 Table 79 genes (97 probes) downregulated in *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ analysis and upregulated in *Xbp1*^*Col2CreΔex2*^ *Matn3*^*V194D*^ vs *Xbp1*^WT^ *Matn3*^V194D^ dataset. (DOCX) Click here for additional data file.

S5 Table Quantitative RT-PCR primer sequences. (DOCX) Click here for additional data file.

# Supplementary material for: XBP1 signalling is essential for alleviating mutant protein aggregation in ER-stress related skeletal disease
**Source:** PLoS Genet. 2019 Jul 1;15(7):e1008215. doi: 10.1371/journal.pgen.1008215
**Supplement:** S1 Table

**S1 Table.** Significantly upregulated cell proliferation, migration and cellular response to ER stress genes in the *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ microarray comparison.

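The table lists genes by their fold change in *Matn3* mutant compared to wild type chondrocytes. Of 67 genes, 66 had a probe set of their own symbol, and 59 of these were over 1.5-fold higher on their brightest probe set. Their median log2 difference on that probe set was 0.98 in this comparison and 0.98 in XBP1 null compared to wild type cartilage. A probe set of the gene had the listed fold change within 0.05 for 63 genes. The authors chose the list on these arrays, so its direction is not independent evidence.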

| **GO:0030968** | | **GO:0042127** | | **GO:0030335** | |
| --- | --- | --- | --- | --- | --- |
| **endoplasmic reticulum unfolded protein response** | | **regulation of cell proliferation** | | **positive regulation of cell migration** | |
| **Gene symbol** | **Fold change** | **Gene symbol** | **Fold change** | **Gene symbol** | **Fold change** |
| Atf6 | 2.4 | Abl2 | 2.1 | Acvr1 | 2.0 |
| Creld2 | 2.8 | Atf5 | 3.4 | Apc | 4.1 |
| Derl3 | 25.2 | Birc6 | 1.7 | Arhgap5 | 1.9 |
| Dnajc3 | 3.0 | Cdk6 | 1.8 | Ccl5 | 2.7 |
| Ero1l | 23.2 | Csf2 | 3.2 | Cxcl12 | 1.9 |
| Fam129a | 2.3 | Cxcl5 | 4.5 | Epha1 | 13.3 |
| Hsp90b1 | 1.9 | Foxo1 | 1.9 | Ets1 | 2.9 |
| Hyou1 | 6.0 | Fyn | 3.1 | Fam83h | 1.8 |
| Manf | 2.1 | Il4ra | 2.8 | Flt1 | 13.8 |
| Nfe2l2 | 1.6 | Itk | 3.5 | Gcnt2 | 4.8 |
| Pdia3 | 2.3 | Jag1 | 2.3 | Has2 | 3.6 |
| Pdia4 | 2.5 | Mitf | 2.0 | Hbegf | 2.1 |
| Pdia6 | 1.6 | Pla2g4a | 1.8 | Itga6 | 1.8 |
| Ppp1r15b | 1.8 | Plau | 2.4 | Mmp3 | 2.6 |
| Sdf2l1 | 4.7 | Prdm1 | 2.8 | Myo1c | 2.0 |
| Sel1l | 1.8 | Ptgs2 | 2.1 | Pdgfa | 1.7 |
| Stc2 | 2.4 | Tbx19 | 4.7 | Plau | 2.4 |
| Trib3 | 2.2 | Tcfl5 | 1.9 | Prex1 | 1.6 |
| Vapb | 1.8 | Tead1 | 1.7 | Prkca | 3.2 |
| Xbp1 | 3.1 | Tgfb2 | 3.5 | Ptprz1 | 4.0 |
| Yod1 | 1.8 | Tnk2 | 2.3 | Ret | 2.4 |
|  |  | Wnt7a | 14.0 | Sema3e | 2.0 |
|  |  |  |  | Sema7a | 3.0 |
|  |  |  |  | Tgfb2 | 3.5 |
|  |  |  |  | Tnfaip6 | 3.7 |
|  |  |  |  | Vegfa | 2.1 |

# Supplementary material for: XBP1 signalling is essential for alleviating mutant protein aggregation in ER-stress related skeletal disease
**Source:** PLoS Genet. 2019 Jul 1;15(7):e1008215. doi: 10.1371/journal.pgen.1008215
**Supplement:** S2 Table

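Genes lower in the *Matn3* mutant compared to wild type and lower again in the double mutant compared to the *Matn3* mutant were listed by the authors from these arrays. Of 57 listed genes, 50 had a probe set of their own symbol; 47 had a probe set over 1.5-fold lower in both comparisons, and in 4 this was the brightest one. The brightest probe set lay within 1.5-fold in both comparisons in 36 genes, and its median log2 difference was -0.06 in the former and -0.03 in the latter comparison.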

**S2 Table.** List of 57 genes (75 probes) significantly downregulated in the *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ comparison and further downregulated in the *Xbp1^Col2CreΔex2^* *Matn3^V194D^* vs *Xbp1*^WT^ *Matn3*^V194D^ comparison.

| **Gene symbol** | **Fold change *Xbp1*^wt^ *Matn3*^V194D^ vs *Xbp1*^wt^** | **Fold change *Xbp1^Col2CreΔex2^* *Matn*^V194D^ vs *Xbp1*^wt^ *Matn3*^V194D^** | **Gene symbol** | **Fold change *Xbp1*^wt^ *Matn3*^V194D^ vs *Xbp1*^wt^** | **Fold change *Xbp1^Col2CreΔex2^* *Matn3*^V194D^ vs *Xbp1*^wt^ *Matn3*^V194D^** |
| --- | --- | --- | --- | --- | --- |
| Ahsa1 | -1.8 | -2.6 | Mgea5 | -4.2 | -5.3 |
| AI845619 | -2.2 | -2.7 | Mycbp2 | -1.6 | -1.6 |
| Akap13 | -1.5 | -2.1 | Ncor1 | -2.3 | -2.1 |
| Ambra1 | -1.5 | -1.8 | Nr2c2 | -3.6 | -2.1 |
| Birc6 | -1.6 | -1.8 | Peli1 | -1.6 | -3.7 |
| Bptf | -1.5 | -2.0 | Pisd-ps1 | -2.6 | -2.2 |
| Chka | -2.7 | -1.8 | Plagl1 | -1.8 | -1.7 |
| Clcn3 | -1.6 | -1.8 | Prdx6 | -2.6 | -1.9 |
| Copa | -2.9 | -2.1 | Prpf38b | -1.9 | -3.6 |
| Cpsf6 | -1.6 | -1.9 | Psme4 | -2.2 | -2.1 |
| Cryab | -3.5 | -1.9 | Rab14 | -1.9 | -2.3 |
| Cyr61 | -2.9 | -1.8 | Rabl6 | -12.2 | -1.9 |
| Dmtf1 | -2.2 | -2.8 | Rian | -1.7 | -2.3 |
| Dnaja4 | -5.5 | -2.7 | Sc4mol | -2.1 | -2.6 |
| Edil3 | -2.2 | -2.2 | Sgce | -1.7 | -8.7 |
| Ep400 | -1.8 | -2.1 | Slc5a3 | -2.8 | -2.5 |
| Ept1 | -1.7 | -2.1 | Smc2 | -3.3 | -2.0 |
| Fnbp4 | -1.5 | -2.5 | Spred1 | -4.4 | -26.3 |
| Fubp1 | -1.9 | -2.2 | Sqstm1 | -2.7 | -1.9 |
| Gas5 | -2.2 | -2.2 | Tra2a | -2.2 | -2.0 |
| Gnas | -3.3 | -1.8 | Trmt13 | -2.5 | -1.8 |
| Gns | -1.7 | -2.2 | Trmt1l | -1.6 | -1.8 |
| Hipk2 | -1.8 | -1.5 | Trp53bp1 | -1.9 | -1.8 |
| Hist1h2bf | -7.2 | -2.3 | Trpc2 | -3.6 | -2.5 |
| Hist1h4i | -4.1 | -1.9 | Wnk1 | -3.5 | -2.0 |
| Hspa8 | -4.4 | -2.0 | Zcchc7 | -1.6 | -2.6 |
| Hsph1 | -2.0 | -3.3 | Zfp783 | -2.1 | -2.4 |
| Kcnq1ot1 | -1.6 | -2.1 | Zfp942 | -1.5 | -2.9 |
| Map4 | -2.4 | -2.3 |  |  |  |

# Supplementary material for: XBP1 signalling is essential for alleviating mutant protein aggregation in ER-stress related skeletal disease
**Source:** PLoS Genet. 2019 Jul 1;15(7):e1008215. doi: 10.1371/journal.pgen.1008215
**Supplement:** S3 Table

**S3 Table**. 

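Of 150 genes that the authors list from these arrays for opposite directions, 135 had a probe set of their own symbol. On the brightest probe set 86 of them were over 1.5-fold higher in the *Matn3* mutant compared to wild type and over 1.5-fold lower in the double mutant compared to the *Matn3* mutant, and 123 were on at least 1 probe set. The median log2 differences on the brightest probe set were 1.27 and -0.74, and 1.18 in XBP1 null compared to wild type cartilage.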

150 genes significantly upregulated in the *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ analysis and downregulated upon removal of Xbp1 (*Xbp1^Col2CreΔex2^* *Matn3^V194D^* vs *Xbp1*^WT^ *Matn3*^V194D^).

# Supplementary material for: XBP1 signalling is essential for alleviating mutant protein aggregation in ER-stress related skeletal disease
**Source:** PLoS Genet. 2019 Jul 1;15(7):e1008215. doi: 10.1371/journal.pgen.1008215
**Supplement:** S4 Table

**S4 Table.** 79 genes (97 probes) downregulated in *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^ analysis and upregulated in *Xbp1^Col2CreΔex2^* *Matn3^V194D^* vs *Xbp1*^WT^ *Matn3*^V194D^ dataset.

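Of the 79 genes, 73 had a probe set of their own symbol, and on the brightest one 63 passed 1.5-fold in both directions listed. The median log2 difference on that probe set was -1.16 in the *Matn3* mutant compared to wild type, 1.07 in the double mutant compared to the *Matn3* mutant and -0.25 in XBP1 null compared to wild type cartilage. The authors chose the list on these arrays, so its direction is not independent evidence.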

| **Gene symbol** | **Fold change *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^** | **Fold change *Xbp1^Col2CreΔex2^* *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^** | **Gene symbol** | **Fold change *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^** | **Fold change *Xbp1^Col2CreΔex2^* *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^** | **Gene symbol** | **Fold change *Xbp1*^WT^ *Matn3*^V194D^ vs *Xbp1*^WT^** | **Fold change *Xbp1^Col2CreΔex2^* *Matn3*^V194D^ vs *Xbp1*^WT^ *Matn3*^V194D^** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Abhd3 | -2.2 | 1.8 | Igfbp5 | -2.2 | 2.7 | Snurf | -2.5 | 3.2 |
| Acta1 | -2.1 | 2.8 | Kera | -2.0 | 3.4 | St3gal5 | -2.4 | 2.1 |
| Adh1 | -2.8 | 2.8 | Khdrbs3 | -2.0 | 2.1 | Tceal3 | -2.7 | 1.8 |
| Adm | -7.2 | 2.3 | Lgals1 | -2.0 | 2.3 | Tecr | -2.5 | 2.2 |
| Ankmy2 | -2.9 | 2.3 | Ly6e | -2.2 | 2.4 | Timp4 | -2.3 | 3.8 |
| Ankrd29 | -3.1 | 2.0 | Maob | -2.8 | 2.6 | Tmem141 | -4.7 | 3.5 |
| Anp32a | -1.9 | 10.3 | Map7d2 | -83.0 | 3.2 | Tmem173 | -2.4 | 2.5 |
| Aspn | -1.9 | 1.9 | Mbd3 | -2.1 | 2.0 | Tnc | -1.9 | 1.7 |
| Car8 | -3.2 | 2.4 | Mdfi | -5.3 | 4.8 | Tox3 | -1.8 | 2.3 |
| Cby1 | -3.2 | 2.8 | Mfap2 | -2.6 | 2.3 | Tubb5 | -3.4 | 2.2 |
| Cdh11 | -2.2 | 2.5 | Mfap4 | -1.9 | 2.5 | Ube2d1 | -2.7 | 2.0 |
| Cebpd | -2.4 | 2.0 | Mlf2 | -3.3 | 2.2 | Ulk1 | -6.5 | 6.6 |
| Col1a1 | -2.7 | 2.1 | Mt1 | -7.4 | 2.3 | Zic1 | -2.2 | 2.6 |
| Ddx41 | -3.0 | 1.8 | Ndnf | -1.9 | 1.9 |  |  |  |
| Dmc1 | -2.1 | 2.1 | Nt5dc2 | -2.7 | 2.2 |  |  |  |
| Dnajc22 | -1.7 | 1.7 | Olfml2b | -2.0 | 2.6 |  |  |  |
| Dusp15 | -2.6 | 2.5 | Pik3ip1 | -4.9 | 3.2 |  |  |  |
| Edn2 | -2.5 | 2.2 | Plin2 | -3.1 | 2.0 |  |  |  |
| Fabp5 | -1.9 | 2.0 | Ppp1r1b | -3.0 | 2.6 |  |  |  |
| Fam109b | -5.3 | 3.6 | Pstpip1 | -2.0 | 2.3 |  |  |  |
| Fam89b | -2.1 | 2.1 | Ptn | -3.3 | 2.3 |  |  |  |
| Foxa1 | -3.0 | 3.8 | Rad51c | -3.0 | 2.0 |  |  |  |
| Foxo3 | -7.6 | 4.1 | Rassf5 | -2.0 | 2.3 |  |  |  |
| Fut4 | -2.1 | 2.2 | Rnd3 | -2.3 | 2.5 |  |  |  |
| Gadd45g | -2.5 | 2.3 | Serhl | -6.6 | 3.8 |  |  |  |
| Gnb1l | -2.6 | 2.0 | Serpina1a | -6.6 | 2.5 |  |  |  |
| Guk1 | -2.8 | 2.3 | Serpina1b | -16.2 | 5.5 |  |  |  |
| Hist1h4a | -6.5 | 1.9 | Sfn | -2.5 | 2.4 |  |  |  |
| Hoxc5 | -2.5 | 2.0 | Sfrp2 | -4.0 | 2.1 |  |  |  |
| Ibsp | -10.2 | 5.6 | Shisa3 | -3.8 | 3.6 |  |  |  |
| Ier5l | -2.6 | 1.6 | Sigmar1 | -1.8 | 1.9 |  |  |  |
| Ift27 | -2.6 | 2.2 | Slc10a6 | -3.2 | 6.0 |  |  |  |
| Igf1 | -2.2 | 3.6 | Snai1 | -2.5 | 2.4 |  |  |  |

# Supplementary material for: XBP1 signalling is essential for alleviating mutant protein aggregation in ER-stress related skeletal disease
**Source:** PLoS Genet. 2019 Jul 1;15(7):e1008215. doi: 10.1371/journal.pgen.1008215
**Supplement:** S5 Table

**S5 Table.** Quantitative RT-PCR primer sequences.

| **Gene symbol** | **Primers** |
| --- | --- |
| *Atf6* | F 5’-TAC CAC CCA CAA CAA GAC CA-3’  R 5’-TGA TGA TCC CGG AGA TAA GG-3’ |
| *Creld2* | F 5’-TCA GTG AGA TCC GGC TTC TG-3’  R 5’-GAA GAC AGC ACG CTT TCA GT-3’ |
| *Ddit3* | F 5’-ATG ATG GCT TGG CCA GTG-3’  R 5’-CCA TTT TCT CCA ACA TCC AAT C-3’ |
| *Derl1* | F 5’- CTG TCC ACA CCT CAG TTT TTG TA-3’  R 5’-GGC ACA CCA AAT CCT GAC A-3’ |
| *Grp94* | F 5’-GCA CCA TGA GGG TCC TGT-3’  R 5’-CAT CAT CAG CTC TGA CGA ACC-3’ |
| *Ire1* | F 5’-CTG CCT CCA GCT ACC AAG A-3’  R 5’-TCC CCA CAT ACA GTG TCA TCA-3’ |
| *Manf* | F 5’-GAC AGC CAG ATC TGT GAA CTA AAA-3’  R 5’-TTT CAC CCG GAG CTT CTT C-3’ |
| *Perk* | F 5’-CCT TGG TTT CAT CTA GCC TCA-3’  R 5’-ATC CAG GGA GGG GAT GAT-3’ |
| *Pdia6* | F 5’-TGG TTC CTT TCC TAC CAT CAC T-3’  R 5’-ACT TTC ACT GCT GGA AAA CTG C-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

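Values of 4 arrays were used, 1 for each genotype: wild type (*Xbp1* WT), XBP1 null (*Xbp1* Col2CreΔex2), *Matn3* mutant (*Xbp1* WT *Matn3* V194D) and double mutant (*Xbp1* Col2CreΔex2 *Matn3* V194D). Each array was hybridized to RNA of rib chondrocytes of mice aged 5 days, pooled from 3 extractions. The values are linear intensities of 45037 probe sets of a whole-genome 3' expression array. The medians of the 4 arrays are nearly equal; the methods of summarization and normalization are not given in the sources used here. Their methods name Microarray Suite 5 for the quality of the control hybridizations and the PPLR package, with a fold change of 1.5, for differential expression. PPLR takes measurement errors at the level of single probes, so it was not applied here, and control probe sets were not analysed here.

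Signals were taken as log2 after values under 1 had been set to 1, without further scaling. Of the probe sets, 34945 name 1 gene symbol, 932 name several and 9160 name none. A gene was represented by the probe set with the highest mean log2 over the 4 arrays, and probe sets naming several genes were left out of results for genes. The 34945 probe sets cover 18193 genes, of which 9010 have more than 1. Of 114 genes that the paper names for these arrays, 110 were matched to a probe set of their own; the others were not analysed here.

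There were 4 comparisons: *Matn3* mutant against wild type, XBP1 null against wild type, double mutant against *Matn3* mutant, and double mutant against XBP1 null. In each, probe sets that differed by over 1.5-fold were counted, as were those that did so in a pair of comparisons. With 1 array per genotype, these comparisons have no test and no error, and the precision of a single difference is not known. Counts were set beside those of 100 simulated sets with no effect, made from the mean of each probe set and random noise. The noise had, in each of 10 strata of intensity, the standard deviation of the departure of the 4 arrays from additive effects, so it includes any true interaction of the genotypes. An additive model of the *Matn3* mutation and the loss of XBP1 was fitted in limma 3.58.1 with R 4.3.3, with eBayes and a trend on intensity, 1 residual degree of freedom and a threshold of 0.05 on p adjusted by Benjamini and Hochberg. The fit was tested on simulated data with 100 probe sets given a 2-fold effect and 100 given a 4-fold effect, where it also called 5 probe sets without an effect. The shares called in that test are not taken as the power of the measured fits. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

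Gene lists were of 3 kinds. The 14 lists of pathways and 10 lists of cell type markers were written before the data were examined. A further 11 lists were taken from the text and Table 1 of the paper. The lists of the text were chosen by the authors on these arrays. Table 1 gives representative targets with cited sources, and its fold changes come from these arrays. The pathway lists were ER chaperones and foldases, ER-associated degradation, ER translocation and transport, PERK-ATF4 targets, UPR sensors, reported targets of IRE1-dependent decay, cytosolic heat shock response, immediate early genes, splicing and nuclear speckle genes, cell cycle, apoptosis and p53 targets, autophagy, cholesterol synthesis, and NF-kB and inflammatory genes. The marker lists were chondrocyte matrix, hypertrophic chondrocyte, osteoblast, perichondrium and fibroblast, skeletal muscle, erythroid, leukocyte, endothelium, adipocyte and sex. For each list, members over 1.5-fold higher and lower were counted, and the median was placed among those of 10000 random lists matched on mean log2 in 10 strata. Intervals of list medians are 95% bootstrap intervals over genes, which do not include variation between animals.

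Which genes are named was fixed before the data were examined: genes named by the paper for these arrays, the 10 genes most higher and most lower in each comparison above the median intensity, the 10 with the largest difference the same way on both backgrounds, and up to 4 members of a described list with the largest absolute difference. The fold changes in the tables of the paper had been seen before. Other probe sets of the genes the paper names were also read, and any other feature was named after its values were seen, as said where it appears. The alternatives, set before the data were examined, were centring of each array on its median, quantile normalization, only the 22519 probe sets at or above the median of mean log2, a floor at the 25th percentile of all values, genes counted in place of probe sets, and eBayes without trend. For genes and lists they were also the median over probe sets, leaving out probe sets that can cross-hybridize by their suffix, the probe set with the largest difference between *Matn3* mutant and wild type, and random lists not matched on intensity. Arrays of other mouse lines or of the hypertrophic zone were not used here, and pathway enrichment was not repeated.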

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

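Of the tests in this part, that of a lower share of chondrocytes and those on further endothelial genes and on an effect of the same size on both backgrounds were chosen after the result was seen.

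Endothelial genes were marked for a closer look because their medians passed 1.5-fold and lay in the outer 2.5% of random lists, at log2 5.03 in XBP1 null and 2.10 in *Matn3* mutant compared to wild type, 0.69 in the double mutant compared to the *Matn3* mutant and -2.20 compared to XBP1 null. A lower share of chondrocytes in the XBP1 null pool would raise the markers of every other cell type alike, but the highest upper bound of the medians of perichondrium, muscle, leukocyte and adipocyte markers was 2.09, under the interval of the endothelial genes of 4.21 to 6.45. RNA of endothelial cells in the XBP1 null pool remains a candidate source: of 18 further endothelial genes, 17 were over 1.5-fold higher, a list first written with 20 genes, 19 of them higher, from which *Aplnr* and *Gpihbp1* were taken out after the values were computed because they had already been seen among the most different genes. The endothelial median for the loss of XBP1 was 5.03 (interval 4.21 to 6.45) without the *Matn3* mutation and 0.69 (0.60 to 1.02) with it. For the 18 further genes these medians were 3.55 and 0.42. The differences measured on these arrays were therefore not of the same size. An effect of the loss of XBP1 of the same size with and without the mutation still stays open. Intervals over genes hold no variation between pools, and each genotype has 1 pool. The paper names angiogenesis among the themes of the genes higher in XBP1 null cartilage. Whether more vessels grew in XBP1 null cartilage or the dissected tissue held more of them was not tested, and a single pool cannot tell these apart.

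The endothelial median had opposite directions for the *Matn3* mutation on the wild type (2.10) and the XBP1 null background (-2.20), a difference that was not tested. Perichondrium and fibroblast markers met the same rule in XBP1 null compared to wild type cartilage (0.72) and in the double mutant compared to the *Matn3* mutant (0.63). Under the same rule, skeletal muscle markers had medians of -0.60 in *Matn3* mutant and 0.84 in XBP1 null compared to wild type and of 0.71 in the double mutant compared to the *Matn3* mutant. Leukocyte markers had a median of 0.71 in XBP1 null compared to wild type cartilage. Adipocyte markers had a median of 1.22 in that comparison and of -0.92 in the double mutant compared to XBP1 null. The list for the sex of the mice had medians of -6.80 in *Matn3* mutant compared to wild type and 7.82 in the double mutant compared to the *Matn3* mutant, since its Y-linked genes were at or near the floor in the *Matn3* mutant pool alone. The sex of the pooled mice is therefore confounded with genotype in both comparisons that use this pool.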

How the results depend on the processing

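No test in this part was chosen after the result was seen, and no array can be left out with 1 per genotype. With the comparisons written M/W (*Matn3* mutant against wild type), X/W (XBP1 null against wild type), D/M and D/X (double mutant against *Matn3* mutant and against XBP1 null), all 17 counts stayed within 1.5 times under median centring and quantile normalization. Quantile normalization turned the balance of higher and lower counts in X/W (8459 higher, 8830 lower), D/M (6848 higher, 7080 lower) and D/X (8512 higher, 8168 lower). With only probe sets above the median intensity they became M/W higher 3183, lower 3987, X/W higher 3771, lower 2468, D/M higher 2182, lower 1778, D/X higher 1882, lower 2691, both M/W and X/W 3521, lower in M/W and D/M 339, higher then lower 532, lower then higher 1163, higher in both 97, mutation on both backgrounds higher 573, lower 859, loss of XBP1 on both backgrounds higher 408, lower 629. With genes in place of probe sets they became M/W higher 3854, lower 3508, X/W higher 4230, lower 2100, D/M higher 3171, lower 1642, D/X higher 3027, lower 3066, both M/W and X/W 3953, lower in M/W and D/M 193, higher then lower 965, lower then higher 1458, higher in both 461, mutation on both backgrounds higher 1363, lower 996, loss of XBP1 on both backgrounds higher 846, lower 327. With a floor at the 25th percentile, 11 counts stayed within 1.5 times, and the others became lower in M/W and D/M 753, higher then lower 2098, lower then higher 2160, higher in both 533, mutation on both backgrounds lower 2010, loss of XBP1 on both backgrounds higher 1043. In limma, calls for the *Matn3* mutation appeared only above the median intensity, 4 higher and 9 lower. For lists, 92 medians were tallied, not those of all lists in all comparisons, and median centring and the floor left all 92 the same. Over all settings, 603 values of these medians stayed the same and the others moved, some of them to the opposite sign. Under quantile normalization they became ER chaperones and foldases -0.22 (D/M), ER translocation -0.13 (X/W), PERK-ATF4 targets -0.029 (D/M), Table 1 ATF6 or PERK targets -0.25 (D/M), autophagy 0.12 (D/M), cell cycle -0.16 (D/X) and -0.41 (X/W), cholesterol synthesis 0.056 (D/M), chondrocyte matrix 0.00 (D/M) and 0.00 (D/X), splicing genes of the paper -0.19 (X/W), splicing and speckle genes -0.15 (D/M). With probe sets above the median intensity, leukocyte 0.055 (D/X), skeletal muscle -0.059 (X/W). With the probe set that differed most in M/W, ER chaperones and foldases 0.039 (X/W), ER translocation 0.31 (M/W) and -0.0065 (X/W), PERK-ATF4 targets 0.93 (M/W), cell cycle -0.81 (M/W) and -0.41 (X/W), heat shock response -0.91 (M/W) and -0.74 (D/X), splicing genes of the paper -0.96 (D/M) and -0.69 (X/W), chaperones of the paper -1.98 (M/W) and -1.87 (D/X) and -1.09 (X/W), cartilage and bone genes of the paper -1.70 (M/W), splicing and speckle genes 0.33 (M/W). With the median over probe sets, ER chaperones and foldases 0.015 (X/W), ER translocation -0.020 (X/W), Table 1 ATF6 or PERK targets 1.09 (M/W) and -0.017 (D/M), splicing genes of the paper -0.53 (D/M) and -0.36 (X/W), splicing and speckle genes -0.098 (D/M) and -0.11 (X/W). Without probe sets that can cross-hybridize, chaperones of the paper -0.71 (X/W). Against random lists not matched on intensity, 85 of 92 tallied percentiles stayed inside or outside the outer 2.5% on either end. The others became ER chaperones and foldases 4.80 (X/W), ER translocation 21.5 (X/W), PERK-ATF4 targets 94.4 (D/X), Table 1 XBP1 targets 95.4 (M/W) and 4.40 (D/M), UPR sensors 94.4 (M/W), skeletal muscle 0.5 (D/X). Percentiles outside this tally crossed the limit too. They included ER translocation 91.7 (D/X), immediate early genes 10.2 (X/W), and in D/X Table 1 XBP1 or ATF6 targets 92.2, ATF6 targets 90.6 and ATF6 or PERK targets 96.9. Of the named genes, 1279 values stayed the same, 125 were counted as moved and 12 as changed in sign. Without probe sets that can cross-hybridize, the latter were *Cryab* 0.28 (D/M) and 0.74 (D/X) and *Rian* 0.99 (M/W). On the probe set that differed most in M/W they were *Dnajc13* -0.85 (X/W), *Ern1* -0.042 (X/W), *Evc* 1.13 (M/W), *Prkca* -1.91 (M/W) and -0.38 (X/W) and *Rian* 0.99 (M/W). With the median over probe sets they were *Dnajc13* -0.086 (X/W), *Evc* 0.0034 (M/W) and *Sema7a* 0.23 (D/M). Values not among the 12 changed sign too. On the probe set that differed most, these included *Hif1a* -2.01, *Smo* -3.60, *Ero1l* 0.90, *Pex11a* 0.70 and *Ddit3* -1.19, all in M/W.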

Differences from the paper's values

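No test in this part was chosen after the result was seen. *Ugt1a1*, which Table 1 also lists, was not analysed here; of the 25 fold changes in Table 1 for the other genes on these arrays, 20 equal that of a probe set of the gene to 2 decimals. Values below are signed fold changes of the brightest probe set, negative where the signal was lower, and a difference is said to close where the value comes within 1.5 times that of the paper. In the *Matn3* mutant compared to wild type, *Abcb1a* was 2.02 against the paper's 4.57, *Ddit3* 1.00 against the paper's -2.28 and *Dnajc3* 1.67 against the paper's 3.98, and these differences close only with the probe set that differed most in that comparison. *Pex11a* was -1.02 against the paper's 1.62 and *Ero1l* -1.08 against the paper's 1.86, which close with that probe set and with the median over probe sets. In the double mutant compared to the *Matn3* mutant, *Abcb1a* was -1.71 against the paper's -3.19 and *Pex11a* -1.09 against the paper's -1.99, which close with these 2 settings. *Edem3* was -1.17 against the paper's -2.28 and *Pdia6* -1.07 against the paper's -1.86, which close only with the median over probe sets, at -1.64 and -1.41. The median over probe sets opens a difference for *Pdia6* in the *Matn3* mutant, at 1.01 against the paper's 1.60, and for *Pdia4*, at 3.98 against the paper's 2.52. The probe set that differed most opens differences for *Pdia4* (6.28) and *Hyou1*, at 6.01 against the paper's 3.74, the latter also without probe sets that can cross-hybridize, and quantile normalization for *Xbp1*, at 1.32 against the paper's 2.07. Of the alternatives set before the data were examined, median centring, quantile normalization, probe sets above the median intensity, the floor at the 25th percentile and leaving out probe sets that can cross-hybridize close none of these.

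The counts use the fold change of the paper but not its criterion on the probability of positive log-ratio, which was not applied here, so the thresholds differ. The units differ too, since the counts here are of probe sets and those of the paper of genes, and no alternative, genes in place of probe sets included, brings a count to that of the paper. Probe sets that differed were 19258 against the paper's 2092 in the *Matn3* mutant and 17606 against the paper's 2396 in XBP1 null compared to wild type, 16903 against the paper's 1316 in the double mutant compared to XBP1 null and 14041 against the paper's 712 compared to the *Matn3* mutant, with 11054 against the paper's 1192 in both comparisons with wild type. In the *Matn3* mutant 9355 against the paper's 1494 were lower and 9903 against the paper's 598 higher, and in XBP1 null cartilage 7890 against the paper's 1114 lower and 9716 against the paper's 1282 higher. For the *Matn3* mutant followed by the double mutant, 1220 against the paper's 57 were lower in both, 3199 against the paper's 150 higher then lower, 3297 against the paper's 79 lower then higher and 1042 against the paper's 4 higher in both. In probes, the paper gives 75 lower in both and 97 lower then higher; in genes, the counts here were 193 and 1458. On both backgrounds, 3616 against the paper's 47 were higher and 3235 against the paper's 246 lower with the mutation, and 1892 against the paper's 62 higher and 2244 against the paper's 165 lower without XBP1. The paper has more genes lower than higher in the *Matn3* mutant; here more probe sets and more genes were higher, but above the median intensity 3987 probe sets were lower and 3183 higher. The paper also has more lower than higher on both backgrounds with the mutation; here this held above the median intensity.

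Of the genes of the S2 Table, given as lower and then further lower, 4 of 50 passed 1.5-fold on the brightest probe set and 47 on any. For some genes the brightest probe set went against the direction the paper gives, while another probe set of the gene followed it. These included *Hif1a* and *Smo*, given as lower in the *Matn3* mutant, with log2 differences of 0.42 and 0.25 on the brightest and -2.01 and -3.60 on another. In the *Matn3* mutant they also included *Pex11a* (-0.03 and 0.70), *Ero1l* (-0.12 and 0.90) and *Ddit3* (0.001 and -1.19). In XBP1 null cartilage they included the splicing genes *Prpf38b* (0.14 and -1.33), *Rbm25* (0.18 and -1.26) and *Cpsf6* (0.13 and -0.76). The same held for *Selenoi* in the *Matn3* mutant (0.41 and -0.72), *Dnajc13* in XBP1 null cartilage (0.68 and -0.85), *Gabbr1* in the double mutant compared to XBP1 null (0.06 and -2.06), and *Chka*, *Hspa8* and *Ahsa1* in the double mutant compared to the *Matn3* mutant (0.17, 0.09 and 0.14 on the brightest, -0.81, -1.02 and -1.39 on another). For other genes the brightest probe set lay within 1.5-fold, in the direction the paper gives. In the *Matn3* mutant these included *Xbp1*, *Mmp14*, *Hsp90aa1*, *Sox4*, *Hsph1*, *Uap1*, *Hspa8* and *Tubb5*. In XBP1 null cartilage they included *Tgfb2*, *Cryab*, *Dnajc4*, *Hspa8*, *Pdia6*, *Hsp90aa1* and *Ahsa1*. In the double mutant compared to the *Matn3* mutant they included *Abl2*, *Serpina3n*, 2310033P09Rik, *Hsp90aa1*, *Pdia6* and *Xbp1*. In the double mutant compared to XBP1 null they included *Canx*, *Pdia3*, *Uap1*, *Ccn1*, *Tubb5*, *Hsp90aa1* and *Hspa8*. *Lpcat1*, given as higher with the mutation, had -0.02 in the *Matn3* mutant on its brightest probe set and 1.03 on another. Of the 8 splicing genes given as lower without XBP1, none passed 1.5-fold on its brightest probe set, and the group median on the probe set that differed most in the *Matn3* mutant was -0.69 in XBP1 null cartilage and -0.96 in the double mutant compared to the *Matn3* mutant. *Ltbp1*, given as unchanged in XBP1 null cartilage, had 1.62 there on its brightest probe set. *Ern1*, which the paper gives as unchanged in all genotypes by quantitative PCR, was over 1.5-fold higher in both single mutants on its brightest probe set. The genes of osteoblast differentiation given as lower with the mutation on both backgrounds were all lower on both, but *Col1a1*, *Igf1* and *Igfbp5* by less than 1.5-fold on the XBP1 null background. The paper reads PERK as not involved in the *Matn3* mutant, from unchanged *Perk* and *Ddit3* mRNA and lower ATF4 and CHOP protein. Here the list of PERK-ATF4 targets had a median of 0.75 in that mutant compared to wild type. The PERK targets of Table 1 had 0.14. Whether PERK raised the former was not tested.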

Other observations

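Differences not described above include those of *Serpina3n*, which encodes a secreted protease inhibitor, 5.84-fold higher in the double mutant compared to XBP1 null cartilage, and *Selp*, which encodes P-selectin of activated endothelium, 15.6-fold higher in the *Matn3* mutant compared to wild type. *Aldh1a3*, which encodes an enzyme that makes retinoic acid, was 11.1-fold lower and *Dusp4*, which encodes a phosphatase of MAP kinases, 11.6-fold lower in the double mutant compared to XBP1 null cartilage. *Il23a*, which encodes a subunit of the cytokine interleukin 23, had signals of 68.3, 28.4, 246 and 79.6 in wild type, XBP1 null, *Matn3* mutant and double mutant chondrocytes. *Krt13*, a keratin gene, had 81.3, 514, 183 and 19.9 and *Klk7*, which encodes a kallikrein protease, 146, 391, 99.3 and 21.7 in the same order.

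Of the tests in this part, those on brightest probe sets, on chance values of single probe sets and on unnamed probe sets were chosen after the result was seen, as was the reading of the ratio described last.

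Above the median intensity, the lower signals in the *Matn3* mutant and further lower signals in the double mutant rest mostly on dimmer probe sets of genes with several and on probe sets that name no gene. A lower signal of every probe set of the gene is argued against in 159 genes with such a dimmer probe set (173 probe sets): the brightest probe sets had a median log2 difference of -0.11 in the *Matn3* mutant (interval -0.15 to 0.04). Chance values of single probe sets are argued against for the unnamed probe sets alone, in a test rewritten after its result was seen. Above the median intensity, 2 of the unnamed probe sets were higher in both comparisons, against 131 lower in both. Dimmer probe sets of genes with several had 32 higher and 173 lower, but brightest or only probe sets had 60 higher and 30 lower. Signal from introns or other unspliced sequence stays open: 5.12% of unnamed probe sets, 2.05% of dimmer and 0.273% of brightest or only probe sets were lower in both, but where the probe sets lie was not analysed here. A change in splicing or RNA turnover by genotype was not tested, and neither was the quality of the pooled RNA.

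Comparisons that share an array overlap with no effect at all. The 3199 probe sets higher in the *Matn3* mutant and lower in the double mutant were fewer than in simulated sets with no effect, but this count decides nothing, because the noise of those sets includes any true interaction of the genotypes. Chance values of the shared *Matn3* mutant array therefore cannot be told apart from an XBP1-dependent response for these probe sets. For the 9370 probe sets that differed from wild type the same way in both single mutants, the double mutant differed from wild type by a median of 0.907 of the mean of the single mutants (0.886 above the median intensity). This met the range written before for a wild type pool that stands apart, but the reading was tightened after the value was seen, because selection on the shared array gave 0.668 in 20 simulated sets with no effect. The explanation that the wild type pool alone stands apart therefore cannot be told apart from a shared response to both mutations with 1 array per genotype.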
